# Exploring the utility of circulating miRNAs as diagnostic biomarkers of fasciolosis

**DOI:** 10.1038/s41598-024-57704-9

**Published:** 2024-03-28

**Authors:** Sumaiya Chowdhury, Alison Ricafrente, Krystyna Cwiklinski, Dayna Sais, John P. Dalton, Nham Tran, Sheila Donnelly

**Keywords:** Parasitology, Infectious-disease diagnostics, Non-coding RNAs

## Abstract

Effective management and control of parasitic infections on farms depends on their early detection. Traditional serological diagnostic methods for *Fasciola hepatica* infection in livestock are specific and sensitive, but currently the earliest detection of the parasite only occurs at approximately three weeks post-infection. At this timepoint, parasites have already entered the liver and caused the tissue damage and immunopathology that results in reduced body weight and loss in productivity. Here, we investigated whether the differential abundance of micro(mi)miRNAs in sera of *F. hepatica*-infected sheep has potential as a tool for the early diagnosis of infection. Using miRNA sequencing analysis, we discovered specific profiles of sheep miRNAs at both the pre-hepatic and hepatic infection phases in comparison to non-infected sheep. In addition, six *F. hepatica*-derived miRNAs were specifically identified in sera from infected sheep. Thus, a panel of differentially expressed miRNAs comprising four sheep (miR-3231-3p; miR133-5p; 3957-5p; 1197-3p) and two parasite miRNAs (miR-124-3p; miR-Novel-11-5p) were selected as potential biomarkers. The expression of these candidates in sera samples from longitudinal sheep infection studies collected between 7 days and 23 weeks was quantified using RT-qPCR and compared to samples from age-matched non-infected sheep. We identified oar-miR-133-5p and oar-miR-3957-5p as promising biomarkers of fasciolosis, detecting infection as early as 7 days. The differential expression of the other selected miRNAs was not sufficient to diagnose infection; however, our analysis found that the most abundant forms of fhe-miR-124-3p in sera were sequence variants (IsomiRs) of the canonical miRNA, highlighting the critical importance of primer design for accurate diagnostic RT-qPCR. Accordingly, this investigative study suggests that certain miRNAs are biomarkers of *F. hepatica* infection and validates miRNA-based diagnostics for the detection of fasciolosis in sheep.

## Introduction

The liver fluke parasite, *Fasciola hepatica*, is a trematode that causes fasciolosis, a major public health issue and neglected tropical disease affecting over 2.4 million people in over 70 countries^1–3^. Prevalence of liver fluke infection is thought to be on the rise due to the spread of drug-resistant parasites and climate change^4,5^. While *F. hepatica* has adapted to infect every mammalian host that it has encountered^2,6^, grazing ruminants are most susceptible to *F. hepatica* infection due to their ingestion of pasture and water contaminated with the infective metacercariae. As such, fasciolosis is a significant economic burden to the livestock industry, with global losses of over US $3 billion per annum^7,8^.

Within hours of ingestion, the *F. hepatica* metacercariae excyst in the gut, releasing the newly excysted juveniles (NEJ), which penetrate the intestinal wall to migrate through the peritoneal cavity to the liver. This pre-hepatic stage takes approximately two weeks, after which the pathology resulting from the parasite’s penetration into the liver becomes evident^9–11^. Fasciolosis results from the tissue damage and bleeding caused by the parasite’s burrowing and feeding in the liver and the associated immune-mediated pathology^12–14^. Within the liver, the juvenile flukes grow and mature, and by 8–12 weeks, the adult parasites enter the bile ducts to establish chronic infection, during which time they produce eggs that are excreted within the faeces, consequently contaminating pasture and continuing the life cycle^9^. Once established in their ruminant hosts, the parasites can survive for months and even years if the infection is untreated^11,15^.

Several methods are currently employed to diagnose fasciolosis in ruminants. While these techniques are effective, they have notable limitations, especially for the detection of early infection^16,17^. The gold standard for liver fluke detection is the faecal egg count (FEC), which is a preferred technique as the presence of liver fluke eggs represents a definitive diagnosis^18,19^. It is inexpensive, and both the sample collection and protocol are uncomplicated^16^. However, this method only detects infection at 8–12 weeks^20^. In addition, due to the uneven distribution of eggs in the faeces when the worm burden is low this method lacks sensitivity^21^. Coproantigen ELISAs can detect liver flukes two to three weeks earlier than FEC^22^ but this antigen-based assay lacks sensitivity due to the low and inconsistent abundance of the liver fluke antigens in the host samples^23,24^. Higher sensitivity can be obtained using serological techniques^25^. Detection of anti-liver fluke antibodies in serum is a more sensitive alternative, and ELISAs for these have been proven to detect infection from three to four weeks post-infection. However, this method cannot distinguish between new and previous infections^24^. Additionally, maternal antibodies can persist in lambs for up to 12 weeks post-birth, limiting the applicability of this assay during the first 2 months on pasture^26^. Another complication of antibody detection is the lack of specificity due to cross-reaction with antibodies raised in response to other infections^27^. Finally, although the presence of liver enzymes within sera samples, including glutamate dehydrogenase (GLDH), gamma-glutamyl transferase (GGT) and albumin, are a good indication of liver damage, these changes are transient, variable, and not specific for the liver fluke^28^.

As there is currently no effective vaccine against *F. hepatica*^29^, liver fluke control relies heavily on the available chemical drugs, such as triclabendazole (TCBZ), closantel, and clorsulon^30^. Due to the challenge of detecting pre-patent infection, farmers opt for preventative treatment measures involving blanket treatment of animals before release onto pasture and further treatment depending on factors such as housing time, local climate, fasciolosis prevalence, age of herd, and grazing period^17,31,32^. Apart from the financial burden of drenching an entire herd with flukicides, this practice is driving the emergence of drug resistance against these available chemical treatments. As such, ‘test before you treat’ strategies are now being advocated for sustainable parasite control^33–37^. If early diagnosis was possible, anthelmintics could be administered to infected animals only, which would prevent/minimise the parasites from breaching the liver capsule. This approach would reduce liver damage and avert the loss of animals. Additionally, it would decrease the number of eggs dispersed onto pasture and curtail the unwarranted use of flukicides. Thus, there is a clear industry requirement for new diagnostic tools that can reliably identify *F. hepatica* infections, particularly at the pre-hepatic phase of infection.

Micro(mi)RNAs are small non-coding RNAs that play a central role in all biological processes^38^ and offer great promise as markers of disease. Importantly, changes in their expression profiles have been correlated to several pathologies, including infectious diseases^39^. In addition, circulating miRNAs are present and highly stable in most bodily fluids, including blood, saliva, urine, and milk, making them robust candidates for non-invasive diagnostic and prognostic biomarkers^40^.

Several studies have reported alterations in the abundance of both host and parasite-derived miRNAs in circulation during helminth infections, suggesting their utility as biomarkers for detecting infection^41–44^. While the diagnostic potential of circulating miRNAs during fasciolosis has not yet been explored, we have previously shown that *F. hepatica* miRNAs are expressed in a life cycle stage-specific manner and that fluke-derived miRNAs can be detected in host cells during the pre-hepatic stage of infection^45,46^. Therefore, in this study, we explored whether a differential abundance of host and *F. hepatica* miRNAs in sera was evident in experimental infected sheep that could be used to diagnose *F. hepatica* infection, particularly from the early pre-hepatic stage of infection. This would enable prompt and effective intervention before the parasite causes significant liver pathology.

## Materials and methods

### Sheep sera samples from experimental *F. hepatica* infections

The sheep sera samples were taken from previous experimental infection studies, which were all carried out according to standardised protocols to ensure consistency and reproducibility between studies. Male sheep were orally infected with *F. hepatica* metacercariae*,* and blood samples collected by jugular venepuncture at various time points (Table 1), using appropriate blood collection tubes for serum collection. The blood was allowed to clot at room temperature, followed by centrifugation at 1000 × g for 10 min in a refrigerated centrifuge. The serum was collected and aliquoted into 1 ml aliquots that were frozen at − 80 °C. Four sets of sheep sera samples were used in this study, with each set representing an independent infection cohort (Table 1). The samples from sets A, B and D, were processed in the Molecular Parasitology Laboratory, Ireland. The samples collected in Spain (Set C) were transported to the Molecular Parasitology Laboratory in Ireland frozen on dry ice. Upon delivery, they were placed at − 80 °C. Samples used for this study were defrosted in the fridge the evening before RNA extraction; this process was the first time they had been thawed since collection. Samples from Set A and Set B were used to prepare the small RNA sequencing library. Set C (pre-hepatic time points) and Set D (hepatic time points) were used for RT-qPCR validation of the diagnostic potential of selected miRNAs. Sets C and D were obtained from longitudinal sheep *F. hepatica* infection studies that included non-infected age-matched animals as field controls.

**Table 1:** Details of the experimental *F. hepatica* infections in sheep.

Samples for sequencing		
	Set A	Set B
Study type	Cross-sectional	Longitudinal
Cohort (infection type)	Pre-hepatic infection	Hepatic infection
Sheep breed	Dorset cross sheep	Dorset cross sheep
Sheep age (at day 0)	6 months	6 months
*F. hepatica* isolate	Italian isolate (Ridgeway Research, UK)	South Gloucester isolate (Ridgeway Research, UK)
Infection dose	150 metacercariae	150 metacercariae
Collection time points	0, 2, 9, 14, 18 dpi (n = 6/timepoint)	3, 7, 10, 14 wpi, Neg-14 wpi (n = 6/timepoint)
Study location	AFBI, UK	AFBI, UK
Study reference	^47^	^47^

Samples for qPCR validation		
	Set C	Set D
Study type	Longitudinal	Longitudinal
Cohort (infection type)	Pre-hepatic infection	Hepatic infection
Sheep breed	Merino-breed sheep	Dorset cross sheep
Sheep age (at day 0)	8 months	6 months
*F. hepatica* isolate	Italian isolate	Italian isolate
Infection dose	150 metacercariae	120 metacercariae
Collection time points	0dpi (n = 3 non-infected; 9 infected) 7, 14 dpi (n = 14 non-infected; 11 infected)	3, 15, 20, 23 wpi (n = 6 non-infected; 4–5 infected/timepoint)
Study location	Cordoba, Spain	AFBI, UK
Study reference	Not published	^47^

*dpi* Days post-infection, *wpi* Weeks post-infection, *Neg-14wpi* Non-infected age-matched control at 14 weeks.

### Ethics statement

Experimental procedures at Agri-Food and Biosciences Institute (AFBI; UK) were carried out under license from the Department of Health, Social Services and Public by the Animal (Scientific Procedures) Act 1986 (License No. PPL 2771; PPL 2801), after ethical review by the AFBI Animal Ethics Committee. Experimental procedures at the University of Cordoba, Spain were carried out under license from 22-12-2015-381 in accordance with EU Directive 2012/707/UE and RD 53/2013 following ethical approval from the University of Cordoba Bioethics Committee (code no, 2015-PI-038).

### RNA isolation from sheep sera, lamb tissue, and newly excysted juveniles

Small RNA extraction was performed on sheep sera using Tri-Reagent as described previously^48^. Frozen serum samples were thawed and 400 µl aliquots were treated with proteinase K (1 mg/mL) for 20 min at 37 °C to degrade proteins. Then, 750 μL Tri-Reagent RT LS (Molecular Research, US) and 100 μL 4-bromoanisole was added to each 400 μL of serum samples to solubilise the nucleic acids. The homogenate was gently mixed and centrifuged at 12,000 × *g* for 20 min. The nucleic acids were precipitated with 5 μL of glycogen (5 mg/μL) and 500 μL of 100% isopropanol at − 20 °C overnight. The RNA precipitate was pelleted by centrifugation at 12,000 × *g*, for 15 min, washed twice with 70% ethanol and reprecipitated by centrifugation at 12,000 × *g* for 10 min, and finally re-suspended in RNase free H_2_O. For each serum sample, the RNA extracted from a total of 800 μL starting volume of sera was combined for subsequent analysis. All samples were processed at the same time, and each 400 µl aliquot was processed in the same manner. This process on average yielded 50 ng/μl of RNA per individual serum sample. The quality and quantity of RNA was assessed by POLARstar^®^ Omega Multimode Microplate Reader (for small RNA sequencing library preparation) or NanoDrop reader (for RT-qPCR).

RNA was extracted from a sample of lamb rump using RNAzol RT (Molecular Research Centre Inc, USA). Approximately 100 mg of tissue was snap-frozen with liquid nitrogen and homogenised in 1 mL of RNAzol RT with a mortar and pestle for RNA extraction, which was performed as described previously^46^ and yielded 2 μg of RNA.

The NEJ RNA had been previously isolated, as described by Ricafrente et al.^45^. NEJs were excysted using our standardised protocols. The *Fasciola hepatica* metacercariae (Italian isolate), sourced from Ridgeway Research Ltd (UK) were used for excystment and 24 h culture of NEJ. Specifically, metacercariae were removed from the visking tubing and incubated for a maximum of 10 min in 2% sodium hypochlorite with agitation at room temperature to remove the outer cyst wall. The parasites were then washed in distilled water by sedimentation to remove all traces of sodium hypochlorite. The washed parasites were re-suspended in excystment medium (1.2% sodium bicarbonate, 0.9% sodium chloride, 0.2% sodium tauroglycocholate, 0.07% concentrated hydrochloric acid, 0.006% L-cysteine) and incubated for up to 3 h at 37 °C in 5% CO_2_. NEJ were recovered using a pipette and washed several times in PBS by sedimentation to remove all traces of the excystment media. The NEJ were then transferred to pre-warmed (37 °C) culture medium (RPMI 1640 medium (ThermoFisher Scientific) containing 2 mM L-glutamine, 30 mM HEPES, 0.1% (w/v) glucose, and 2.5 µg/ml gentamycin) and incubated for 24 h at 37 °C in 5% CO2. Following the incubation, the NEJ were centrifuged at 400 × g for 5 min to pellet the NEJ and the media was removed. The NEJ pellet was washed three times with PBS and stored at − 80 °C prior to RNA extraction. This process was carried out in triplicate using 1000 NEJ per replicate. No serum was used in the culture media as these samples were also used for proteomic analyses as described by Cwiklinski et al.^49^. RNA was extracted using the miRNeasy mini kit (Qiagen) according to the manufacturer’s instructions. The QIAzol Lysis Reagent was added directly to the frozen NEJ pellet for lysis and homogenization, and the RNA eluted into a final volume of 50 µl RNase-free water. RNA integrity and concentration were verified using the 260/280 LVis plate functionality of the PolarStar Omega Spectrophotometer (BMG LabTech) and the Quant-iT RiboGreen RNA Assay Kit (TermoFisher Scientifc). The RNA was transported to University of Technology, Sydney frozen on dry ice and stored at − 80 °C upon delivery.

### Sequencing and bioinformatics

RNA extracted from each time point (representing six animals) was pooled into a single representative sample to provide sufficient yield of RNA for sequencing. RNA library preparation was performed by Macrogen Oceania (NSW, Australia) using 1 μg of total RNA with the TruSeq Small RNA library Prep Kit according to manufacturer’s instruction (Part#15,004,197 Rev. G) and sequenced using Illumina NextSeq 500. The quality of the raw FASTq files was assessed using FastQC^50^, and consequently the adaptor sequences were excised, and low-quality sequences were removed (< 20 phred score, and short read length < 18 nt) using the bioinformatic tool CutAdapt (v3.4)^51^. The cleaned sheep sera sequence reads were then aligned against known sheep mature miRNAs from miRBase: *Ovis aries* (Oar_V4.0) using Bowtie (v1)^52^, allowing zero mismatches. The miRNA sequence reads that did not align against the sheep miRNAs were then aligned against *F. hepatica* mature miRNA sequences from miRBase (Fhepatica_v1) and other published sources^45,53–55^ (Supplemental Table 1) allowing zero mismatches. The counts for the sheep and *F. hepatica* miRNAs were extracted from the resultant Sam files using SamTools^56^.

### Characterisation of the differential expression of miRNAs in sheep sera

DESeq2^57^ was performed on the sheep miRNA read counts to assess the differential expression of circulating host-miRNAs during infection in comparison to non-infected sheep. The sequencing data from Set A, infection cohort (2, 9, 14, and 18 days post infection; dpi) were grouped as “pre-hepatic infection”, and samples in the Set B cohort (3, 7, 10, 14 weeks post infection; wpi) were grouped as “hepatic infection”, while the sequencing data from 0 dpi (pre-infection) and 14 days non-infected animals were grouped to provide a duplicate set of “non-infected” samples. Only miRNAs with a sum of > 10 counts across all samples and with an adjusted p-value < 0.05 were included in the subsequent analyses. Log2Fold change of 2 (Log2FC2) or fourfold cut-off was applied to identify the most differentially expressed miRNAs.

### RT-qPCR

Custom Taqman small RNA primers were designed for sheep and *F. hepatica* miRNAs, as listed in Table 2. The custom Taqman RT primers and TaqMan™ MicroRNA Reverse Transcription Kit (Applied Biosystems, US) were used for the synthesis of cDNA from 150 ng of RNA extracted from each sample (Set A and B were pooled RNA samples; Set C and D were individual samples), as per manufacturer’s instructions. Then 4.5 μl of cDNA was used for qPCR, with undiluted cDNA used for *F. hepatica* miRNAs, while for the sheep miRNAs the cDNA was diluted 1:2 in dH_2_O. The qPCR was performed using the custom TaqMan primer and TaqMan™ Fast Advanced Master Mix. Samples were prepared on a MicroAmp optical 96-well reaction plate as technical triplicates (Life Technologies, USA) and analysed using the QuantStudio 6 Flex real-time PCR system (Life Technologies, USA). Default settings on the instrument software for Taqman® reagent Fast was used for qPCR reaction, initial denaturation at 95 °C for 20 s, followed by 40 cycles of 1 s denaturation at 95 °C and a 20 s annealing/extension at 60 °C. The starting concentration of the samples, presented as N0 value, was calculated from the qPCR amplification raw data using LinRegPCR software v11^58^.

**Table 2:** Mature miRNA sequences used to design custom TaqMan primers.

Species	miRNA	Canonical/isomiR	Sequence
*Ovis aries*	oar-miR-133-5p	Canonical	UUGGUCCCCUUCAACCAGCUGU
	oar-miR-323a-3p	Canonical	CACAUUACACGGUCGACCUCU
	oar-miR-3957-5p	Canonical	CUCGGAGAGUGGAGCUGUGGGUGU
	oar-miR-1197-3p	Canonical	CCCUUCCUGGUAUUUGAAGACG
*F. hepatica*	fhe-Novel-11-5p	Canonical	AAGCUCGUAGUUGGAUCUGGGU
	fhe-miR-124-3p	Canonical	UUAAGGCACGCGGUGAAUGUCA
	fhe-miR-124-3p	IsomiR	UUAAGGCACGCGGUGAAU

### Statistical analysis

Statistical analysis of RT-qPCR data was performed with GraphPad Prism (v 10). Non-parametric Welch’s two tailed t-test was performed to compare infected versus non-infected samples at each timepoint. *p* value < 0.05 was considered as statistically significant.

## Results

### Differential abundance of host circulating miRNAs during *F. hepatica* infection

To identify the presence of circulating miRNAs that are associated with developing fasciolosis, that may be considered as candidate diagnostic biomarkers, small RNA sequencing was performed on RNA extracted from sera of experimentally infected sheep. Sera collected from two distinct *F. hepatica* infection studies (Set A and B; Table 1) was used for this analysis; Sera in the Set A samples were collected at 2, 9, 14, 18 dpi, and Set B comprised of sera taken at 3, 7, 10, 14 wpi^47^. Sera was also collected from uninfected animals in each study, harvested at time points coincident with a pre-infection (0 dpi,Set A) and 14 weeks (Set B) timepoint.

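Each library was made from RNA of 6 pooled sera of 1 time point, and 10 libraries covered 3 groups. The non-infected group held the pre-infection library of Set A (0 dpi) and the library of non-infected animals of Set B (14 wpi). The methods describe the latter as 14 days, whereas Table 1, the results and the sample labels give 14 weeks, which was used. The pre-hepatic group held the 4 infected libraries of Set A (2, 9, 14 and 18 dpi) and the hepatic group the 4 infected libraries of Set B (3, 7, 10 and 14 wpi), from sheep given 150 metacercariae. All pre-hepatic libraries came from Set A and all hepatic libraries from Set B, with 1 control library in each study, so stage and study cannot be told apart. The parasite isolate differed in the same way, an Italian isolate in Set A and a South Gloucester isolate in Set B. Table 1 gives Set A as cross-sectional and Set B as longitudinal, so the infected Set B libraries can share sheep, while the tests treat all libraries as independent. Time points of pooled sera stood in for replicates, so p-values measure the spread between these libraries and not between sheep. The authors trimmed adaptors and removed low-quality reads with cutadapt, aligned the reads to sheep mature miRNAs with Bowtie without mismatches and deposited the raw read count of each miRNA in each library. The total count was 1498917 at 0 dpi and 1330355 in the non-infected 14 wpi library. In the pre-hepatic group it was 1653193 at 2 dpi, 1171328 at 9 dpi, 706010 at 14 dpi and 538515 at 18 dpi. The hepatic totals ranged from 1157993 to 1768793, with a median of 1456814. Counts were normalized by TMM, whose factors ranged from 0.783 in the non-infected 14 wpi library to 1.52 at 18 dpi. The 116 miRNAs with more than 10 counts in all were tested with edgeR's quasi-likelihood test over the 3 groups in one model, and were called at an adjusted p under 0.05 with an absolute log2 fold change over 2. The median log2 fold change of all tested miRNAs was 0.13 in the pre-hepatic and 0.05 in the hepatic group against the non-infected group, and -0.25 between the hepatic and pre-hepatic groups. Scaled by library totals alone, these medians were 0.54, 0.15 and -0.63.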

As the initial RNA sequencing analysis of these individual samples was unsuccessful due to low RNA yield, RNA from six sera samples at each time point was pooled for preparation of the small RNASeq library. The resulting sequencing data was screened against the 153 mature miRNA sheep sequences registered in miRBase (Oar_V4.0). On average, 104 and 108 out of 153 sheep miRNAs were detected in the uninfected and infected sheep samples, respectively (Supplemental Table 2). 

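Sheep sera of all 3 groups were dominated by a few miRNAs. The most abundant was oar-miR-22-3p, with 17.8% of all counts and 10.7% to 24.1% of each library. It was followed by oar-miR-103 with 14.4%, oar-miR-107 with 14.3%, oar-miR-10a with 7.49% and oar-miR-27a with 6.13%. Together these and the other leading miRNAs meant that the 5 most abundant miRNAs of a library held 51.2% to 68.0% of its counts. The sequences of oar-miR-103 and oar-miR-107 are nearly identical, and the ratio of their counts stayed between 0.852 and 1.16 in the 10 libraries, so the split of reads between them is uncertain. With at least 1 count taken as detection, 105 of the 153 sheep miRNAs were detected at 0 dpi and 104 in the non-infected 14 wpi library, a mean of 104.5 ± 0.707 (SD, n = 2). The infected libraries held 108.6 ± 7.15 (SD, n = 8). Within them, the pre-hepatic libraries held 111.8 ± 3.59 and the hepatic libraries 105.5 ± 8.96 (SD, n = 4 each), with the lowest number, 94, at 3 wpi. The difference between infected and non-infected libraries was within the spread between libraries (two-sided exact permutation test, p = 0.467, where 0.0222 is the smallest p that 8 libraries against 2 allow). With all libraries thinned to the smallest total, the means were 106.4 and 101.7 (p = 0.356 by the same exact test). In all, 19 of the 153 miRNAs had no count in any library.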

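Of the 116 tested miRNAs, 12 had hepatic and pre-hepatic libraries that did not overlap, where chance gives 2.86% or 3.31 miRNAs. In the hepatic libraries 8 were lower, namely oar-miR-133, oar-miR-323a-3p, oar-miR-1197-3p, oar-miR-432, oar-miR-125b, oar-miR-127, oar-miR-199a-3p and oar-miR-218a, and 4 were higher, namely oar-miR-22-3p, oar-miR-30a-5p, oar-miR-152 and oar-miR-665-3p. Over all 116 tested miRNAs, 7 of the 8 infected libraries lay nearest to a library of their own stage on log2 CPM. The exception was the infected 14 wpi library, which lay nearest to the 0 dpi library of non-infected sheep. The split into pre-hepatic and hepatic libraries accounted for 30.3% of the variance among them (PERMANOVA pseudo-F 2.61, exact permutation p = 0.0286, 1 of 35 splits). That split is also the one between Set A and Set B, and this p is the smallest that 35 splits allow. Infected and non-infected libraries were not separated beyond the spread between libraries, with 14.2% of the variance (exact permutation p = 0.178 over 45 splits). Average-linkage clustering first set the pre-hepatic 14 dpi library apart from the other 9 and then the hepatic 3 wpi library. The same divisions came with the 100 miRNAs with the largest SD and with log2(CPM + 1). With log2(CPM + 4), with the correlation distance or without the 3 wpi library, the second division differed. It set the 2, 9 and 18 dpi libraries apart from the hepatic and non-infected libraries. With library totals in place of TMM, the first division placed the 4 pre-hepatic libraries in one cluster and the hepatic and non-infected libraries in the other.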

Hierarchal clustering of the sequencing data from the different time points revealed a distinct separation in the miRNA expression between early and late infection (Fig. 1A). To measure differential expression (DE) during disease progression, the sequencing reads were grouped as pre-hepatic (2, 9, 14 and 18 dpi; thus n = 4) and hepatic (3, 7, 10 and 14 wpi; n = 4) samples. Comparative analysis was then conducted using the expression profile from the sera from non-infected sheep (pre-infection 0 dpi and 14 wpi; n = 2). 

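The first principal component of log2 CPM held 33.3% of the variance and was led by oar-miR-323a-5p, oar-miR-323a-3p, oar-miR-133, oar-miR-218a and oar-miR-3957-5p. All of these loaded in the direction of the pre-hepatic libraries. The pre-hepatic libraries scored 2.39 at 2 dpi, 2.45 at 9 dpi, 12.1 at 14 dpi and 5.03 at 18 dpi. The hepatic libraries scored -4.54 at 3 wpi, -4.65 at 7 wpi, -0.761 at 10 wpi and -2.82 at 14 wpi. The non-infected libraries scored -3.50 at 0 dpi, within the hepatic range, and -5.69 at 14 wpi, below every hepatic library. The second component held 15.4% of the variance, ran from -5.72 at 10 wpi to 7.99 at 3 wpi and did not order the groups. The third component held 14.9%. On it the hepatic libraries (0.04 to 4.93) lay above the non-infected libraries (-3.69 at 0 dpi and -4.32 at 14 wpi). The pre-hepatic libraries ranged from -3.81 to 2.84 and overlapped both groups.

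**Figure D1:**
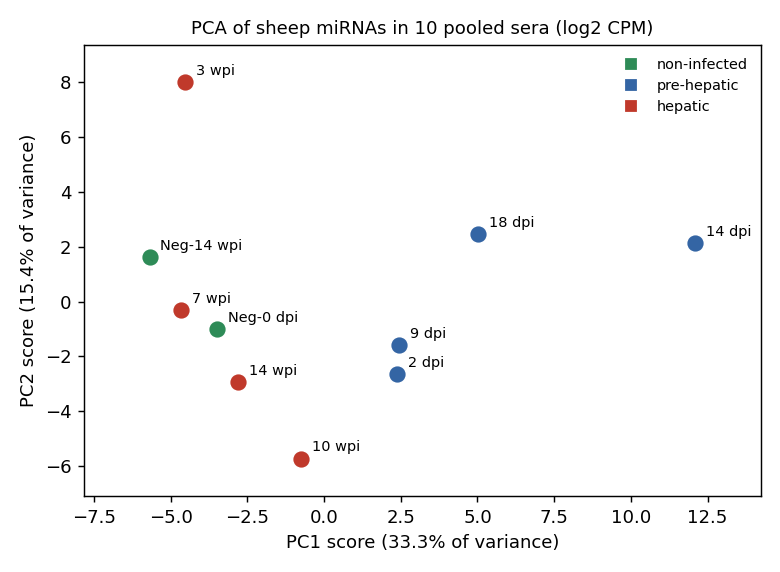
Scores of the 10 pooled sera on the first and second principal components of log2 CPM, 1 point per library, colored by group. The 4 pre-hepatic libraries lie between 2.39 and 12.1 on the first component and the hepatic and non-infected libraries between -5.69 and -0.761.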

Principal component analysis (PCA) verified that samples produced distinct clusters, correctly grouping the pre-hepatic and hepatic samples (Fig. 1B).

**Figure 1:**

Differential abundance of sheep miRNAs in sera during *Fasciola hepatica* infection. (**A**) Heatmap of relative abundance of sheep miRNAs (CPM) in non-infected sheep (0 day-Neg, 14 week-Neg), early/pre-hepatic infection (2 days post infection (dpi), 9 dpi, 14 dpi, 18 dpi), and late/hepatic infection (3 weeks post infection (wpi), 7 wpi, 10 wpi, 14 wpi). The heatmap was created using idep.96^59^, miRNAs were ranked by their standard deviation across all samples and hierarchical clustering carried out for the top 100 miRNAs . Expression of miRNAs represented as high (red) or low (blue) relative to total expression of miRNA across infection groups. (**B**) Principal component analysis (PCA) plot of total sheep miRNA abundance in non-infected sheep (green), pre-hepatic infection (2–18 days post infection) (blue), and hepatic infection (3–14 weeks post infection) (red).

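The largest group of tested miRNAs came from the imprinted DLK1-DIO3 cluster, a locus of many maternally expressed miRNA genes. In the sheep reference ARS-UI_Ramb_v3.0, 152 of the 153 miRNA names were matched to a gene, and all 103 listed members of the cluster lay between the genes DLK1 and DIO3. In the pre-hepatic libraries, 51 of the 67 tested members had a positive log2 fold change over the non-infected libraries, with a median of 0.73, against -0.22 for the 49 other miRNAs. The list passed as higher with a preset correlation of 0.01 (adjusted p = 3.28e-05, limma camera) and did not pass when the correlation was estimated from the libraries (adjusted p = 0.282 with an estimated correlation). The members oar-miR-323a-5p, oar-miR-409-3p and oar-miR-127 were far higher at 14 dpi than in the other pre-hepatic libraries, and without that library 42 members were positive and the median was 0.32 (adjusted p = 5.12e-04 from limma camera, adjusted p = 0.339 with an estimated correlation). In the hepatic libraries, 44 of the 67 were positive, with a median of 0.43 against -0.21 (adjusted p = 0.0125 from limma camera, adjusted p = 0.574 with an estimated correlation). The hepatic median was 0.17 without the 10 wpi library (40 positive) and 0.24 without the infected 14 wpi library (39 positive). With members that had no count in a group set to the bound of 3 counts, the medians were 0.69 and 0.38. As a single miRNA, only 1 of the 67 members, oar-miR-323a-3p, passed with edgeR in the pre-hepatic and none in the hepatic comparison. These counts were the same when adjusted over the list alone. With DESeq2, 6 members were higher at the adjusted p in the pre-hepatic comparison and 0 in the hepatic one. Of the 6, oar-miR-323a-3p and oar-miR-3957-5p also passed the fold cut-off. Of 6 listed miRNAs of red blood cells and the miR-17 family, 5 were tested, and all 5 had negative values in the hepatic against the non-infected libraries, among them oar-miR-16b at -1.24 and oar-miR-106b at -1.10. Their median was -1.01 (adjusted p = 0.0125 from limma camera, adjusted p = 0.543 with an estimated correlation). Both hepatic calls were also lost with the study as a further term (adjusted p = 0.144 each), without the 0 dpi library (adjusted p = 0.213 each) and without the 10 wpi library (adjusted p = 0.221 each). The pre-hepatic and hepatic comparisons share the same 2 non-infected libraries. Between the hepatic and pre-hepatic libraries, the cluster's median was -0.56 (adjusted p = 0.142, adjusted p = 0.684 with an estimated correlation), with 44 members negative and 23 positive. It was -0.29 without the 14 dpi library (adjusted p = 0.680, adjusted p = 0.889 with an estimated correlation) and -0.33 without the 3 wpi library (adjusted p = 0.547, adjusted p = 0.780 with an estimated correlation). At edgeR's adjusted p alone 4 members were lower and 1, oar-miR-665-3p, was higher. Of these oar-miR-323a-3p, oar-miR-323a-5p and oar-miR-1197-3p also passed the fold cut-off, as lower. At the adjusted p of DESeq2, 7 members were lower and 1 was higher. Without the 9 dpi or the 10 wpi library the cluster passed as lower in that comparison at the preset correlation (adjusted p = 0.0170 and 0.00858), and did not pass with the other one, a setting added after the data were seen (adjusted p = 0.733 and 0.555 with an estimated correlation).

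**Figure D2:**
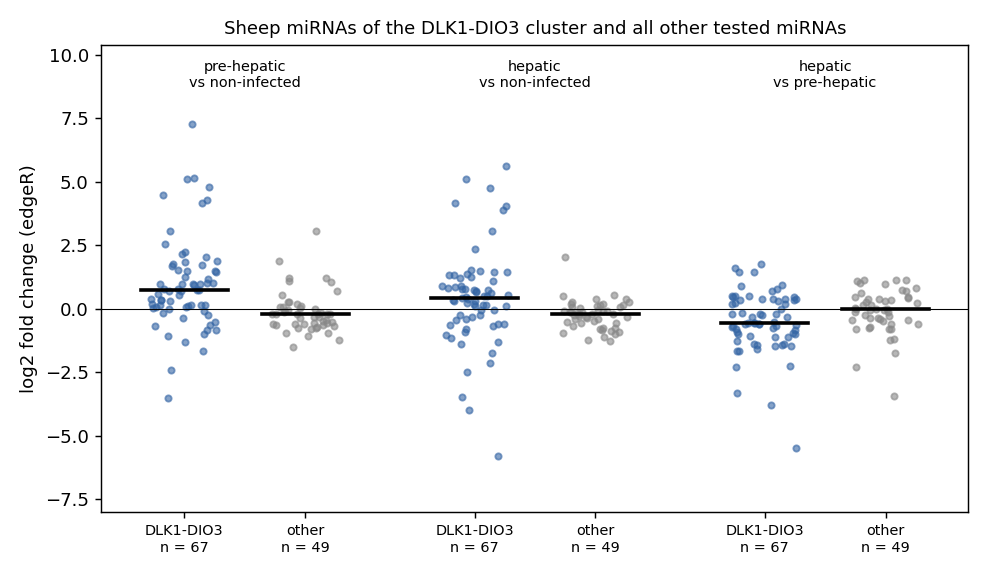
Log2 fold changes from edgeR of the 67 tested miRNAs of the DLK1-DIO3 cluster and of the 49 other miRNAs in the 3 comparisons, 1 point per miRNA, with horizontal bars at the medians. The medians of the cluster are 0.73, 0.43 and -0.56, and the fitted values of miRNAs with no count in a group depend on the prior count.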

Comparing the sheep miRNAs between the non-infected, pre-hepatic, and hepatic stages of infection revealed several distinct miRNAs that were significantly increased or decreased in their abundance during the progression of infection. A four-fold cut-off (Log2FC2) was applied to these miRNA profiles to distinguish the subset of miRNAs that were most highly altered in expression and, therefore, most likely to be above a threshold of differential abundance to support the diagnosis of infection and potentially differentiate between the pre-hepatic and hepatic stages of disease.

This revealed the presence of six miRNAs that significantly increased during the pre-hepatic stage of the infection phase when compared to non-infected animals (Fig. 2A; Supplemental Table 3A). Of these, the change in expression ranged from 2 to sixfold, but the differential expression of oar-miR-323a-3p, oar-miR-133-5p, and oar-miR-3957-5p were the most significantly increased in the infected animals. 

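The abundance of 2 sheep miRNAs rose in the pre-hepatic libraries (n = 4) over the non-infected libraries (n = 2). The log2 fold change was 4.14 for oar-miR-323a-3p, a miRNA of the DLK1-DIO3 cluster (standard error 0.76, adjusted p = 0.00236 from edgeR). It was 3.07 for oar-miR-133, a miRNA known from skeletal and cardiac muscle (standard error 0.65, adjusted p = 0.00650 from edgeR). The next miRNAs, each with an adjusted p of 0.0616, were oar-miR-3957-5p, oar-miR-485-5p with a log2 fold change of 2.03 (standard error 0.61), oar-miR-432 with 1.83 (standard error 0.55) and oar-miR-194, which is abundant in liver and intestine, with -1.51 (standard error 0.45). For oar-miR-323a-5p, the other strand of the same precursor as oar-miR-323a-3p, the value was 5.12 (standard error 1.62, adjusted p = 0.0779). oar-miR-494-5p had 46 counts in the pre-hepatic and 1 in the non-infected libraries, a ratio of 24.7 (exact 95% counting interval 4.22 to 996). At an unadjusted p under 0.05, which is the criterion of the legend of Fig. 2, and the same fold cut-off, edgeR gave 6 miRNAs, all higher: oar-miR-133, oar-miR-323a-3p, oar-miR-323a-5p, oar-miR-3957-5p, oar-miR-485-5p and oar-miR-494-5p. Without the fold cut-off, 18 miRNAs (12 higher and 6 lower) had an unadjusted p under 0.05. DESeq2, the tool of the methods, called 3 at the adjusted p, the third being oar-miR-3957-5p, and limma voom called 2. The count from edgeR was 1 without the 0 dpi library, where oar-miR-133 did not pass (log2 fold change 2.93, adjusted p = 0.0552), 4 without the 9 dpi, the 3 wpi or the infected 14 wpi library, and 6 without the 2 dpi library. Within Set A, with the study as a further term, 0 miRNAs passed and 14 had an unadjusted p under 0.05: oar-miR-323a-3p had a log2 fold change of 4.51 (standard error 1.11, adjusted p = 0.0617, range over all alternatives 7.63e-11 to 0.0617) and oar-miR-133 of 3.22 (standard error 0.92, adjusted p = 0.0818, range 3.66e-07 to 0.0818).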

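oar-miR-323a-3p was measured at 705.0 ± 657 TMM-normalized CPM (SD, n = 4) in the pre-hepatic and 39.9 ± 12.8 CPM (SD, n = 2) in the non-infected libraries, and the fitted fold was 17.7. Its lowest pre-hepatic value, 240.0 CPM at 9 dpi, lay above both non-infected values, and its highest, 1669 CPM, was reached at 14 dpi. oar-miR-133 was measured at 5852 ± 3662 CPM (SD, n = 4) and 697 ± 99.1 CPM (SD, n = 2), with a fitted fold of 8.40. Its pre-hepatic values also lay above both non-infected values, from 3169 CPM at 9 dpi to 11080 CPM at 14 dpi. oar-miR-3957-5p was present at 15.9 ± 12.9 CPM (SD, n = 4), from 8, 7, 23 and 19 counts at 2, 9, 14 and 18 dpi, and had no count in either non-infected library. Against the floor of 3 counts over the non-infected group (1.22 CPM) this is at least 13.1-fold higher. This increase did not pass edgeR's adjusted p but passed in 9 of 20 settings (adjusted p from 0.00468 to 0.428). Floors and intervals cover counting error only. The gene MIR323A lies beside MIR1197 in the DLK1-DIO3 cluster and MIR3957 lies between MIR541 and MIR409 in the same cluster, whereas MIR133 lies on another chromosome. Without the 14 and 18 dpi libraries, which have the smallest totals, a setting chosen after seeing the data, the log2 fold changes were 3.34 (standard error 0.57) for oar-miR-323a-3p and 2.25 (standard error 0.56) for oar-miR-133, and both still passed the thresholds.

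**Figure D3:**
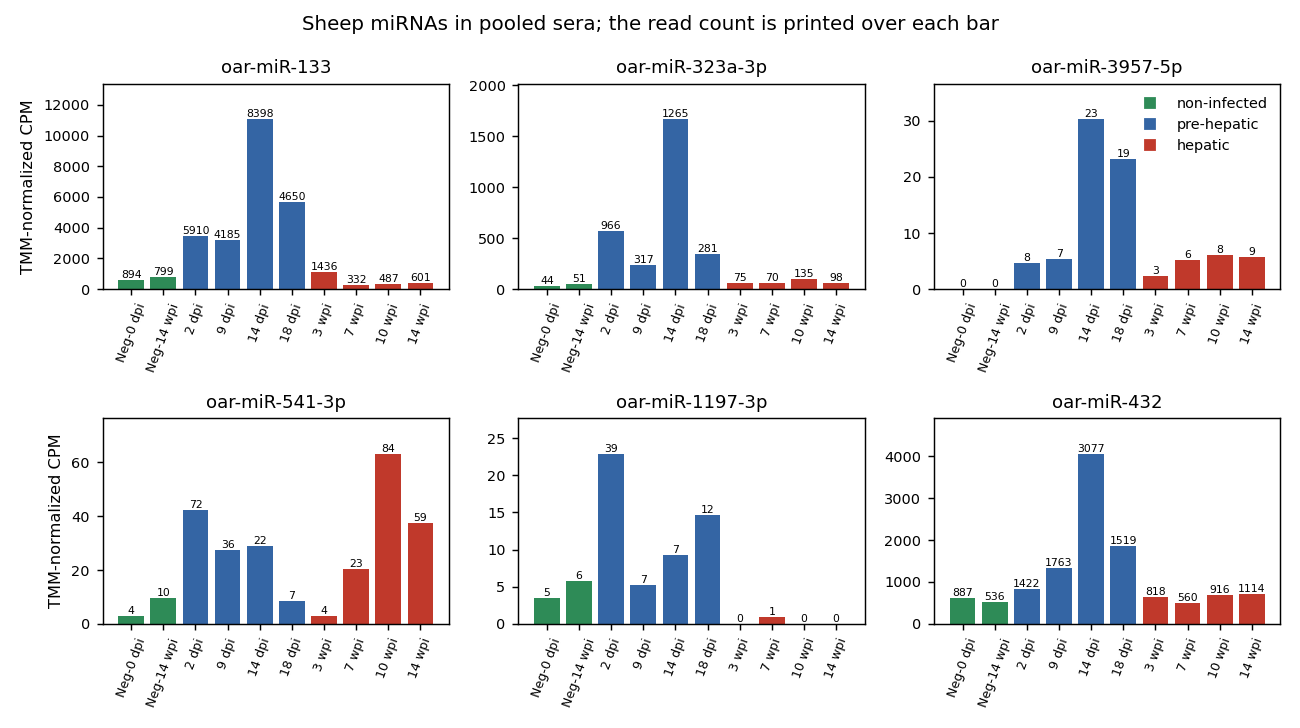
TMM-normalized CPM of 6 sheep miRNAs in the 10 pooled sera, 1 bar per library, with the raw read count printed over each bar and the group given by color. For oar-miR-133 and oar-miR-323a-3p, the 4 pre-hepatic bars stand above all other bars, while oar-miR-541-3p is highest at 10 wpi (63.2 CPM) and oar-miR-1197-3p has 1 count among the hepatic libraries.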

The increased expression of oar-miR-3957-5p and oar-miR-541-3p, seen in the pre-hepatic samples, was also evident during the hepatic stage in infected sheep as compared to non-infected sheep, albeit at a reduced level (Fig. 2B; Supplemental Table 3B). In contrast, the presence of oar-miR-133-5p, and oar-miR-323a-3p were significantly downregulated during the hepatic stage of infection, as compared to the pre-hepatic timepoints (Fig. 2C; Supplemental Table 3C). Additionally, oar-miR-1197-3p was identified as the only miRNA significantly reduced during the hepatic stage of infection compared to uninfected animals and pre-hepatic infection (Fig. 2B,C; Supplemental Table 3B,C).

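In the hepatic libraries, oar-miR-3957-5p had 3, 6, 8 and 9 counts at 3, 7, 10 and 14 wpi, a mean of 4.84 ± 1.71 CPM (SD, n = 4), which is at least 3.98-fold above the floor of the non-infected group. The mean of oar-miR-541-3p, encoded by the gene next to MIR3957, was 31.0 ± 25.6 CPM in the hepatic, 26.8 ± 13.9 CPM in the pre-hepatic (SD, n = 4 each) and 6.20 ± 4.80 CPM (SD, n = 2) in the non-infected libraries. Its hepatic values ranged from 3.09 CPM at 3 wpi to 63.2 CPM at 10 wpi, and the former lay below the non-infected 14 wpi value of 9.60 CPM. The log2 fold change of oar-miR-541-3p over the non-infected group was 2.34 in the hepatic (standard error 1.05, adjusted p = 0.478 from edgeR) and 2.13 in the pre-hepatic libraries (standard error 1.04, adjusted p = 0.299 from edgeR). For oar-miR-3957-5p in the hepatic group the adjusted p was also 0.478. Between the hepatic and pre-hepatic libraries, the log2 fold change was -1.66 for oar-miR-3957-5p (standard error 0.92, adjusted p = 0.308 from edgeR) and 0.20 for oar-miR-541-3p (standard error 0.74, adjusted p = 0.886 from edgeR), so neither differed by more than the spread between libraries. The value of oar-miR-541-3p turned negative with library totals alone (-0.11), limma voom (-0.30), the study as a further term (-1.54), without the 18 dpi library (-0.08), without the 10 wpi library (-0.25) and without both the 14 and 18 dpi libraries (-0.16). edgeR called 0 of 116 miRNAs between hepatic and non-infected libraries, as did DESeq2 and limma voom, while 11 had an unadjusted p under 0.05 with edgeR, 11 with DESeq2 and 12 with limma voom. Among the 11 from edgeR, oar-miR-3957-5p and oar-miR-541-3p were the 2 higher ones past the fold cut-off.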

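Both oar-miR-133 and oar-miR-323a-3p fell in the hepatic libraries compared to the pre-hepatic ones. The mean of oar-miR-133 was 537 ± 383 CPM in the hepatic libraries (SD, n = 4), a log2 fold change of -3.44 (standard error 0.49, adjusted p = 7.99e-05 from edgeR). The mean of oar-miR-323a-3p was 70.9 ± 20.5 CPM (SD, n = 4), a log2 fold change of -3.31 (standard error 0.54, adjusted p = 2.35e-04 from edgeR). Against the non-infected group, the hepatic value was -0.37 for oar-miR-133 (standard error 0.54, adjusted p = 0.777 from edgeR) and 0.83 for oar-miR-323a-3p (standard error 0.64, adjusted p = 0.660 from edgeR). Within the hepatic libraries, oar-miR-133 was highest at 3 wpi (1109 CPM) and 292.6 to 381.97 CPM at the later time points. In all, 4 of 116 miRNAs passed between the stages and all 4 fell, the others being oar-miR-1197-3p and oar-miR-323a-5p with -3.78 (standard error 1.08, adjusted p = 0.0409 from edgeR). At the adjusted p alone, 4 more changed by less than the fold cut-off. Of these, oar-miR-432 (log2 fold change -1.68) and oar-miR-125b (-1.25) were lower and the most abundant serum miRNA, oar-miR-22-3p (1.10), and oar-miR-665-3p (1.45) were higher. The call of oar-miR-323a-5p was lost without the 14 dpi (adjusted p = 0.217), 18 dpi (0.0633), 7 wpi (0.0782) or 10 wpi library (0.111) and with DESeq2 (0.126, range over all alternatives 5.08e-04 to 1.00), and its log2 value was 1.06 with the study as a further term. With that term, which sets infected libraries against the single control library of the same study, 0 miRNAs passed and 7 had an unadjusted p under 0.05, with log2 values of -3.74 for oar-miR-133 (standard error 1.11) and -3.98 for oar-miR-323a-3p (standard error 1.25, adjusted p = 0.168 for each from edgeR). Over all alternatives, the adjusted p ranged from 6.31e-15 to 0.168 for oar-miR-133 and from 1.64e-10 to 0.168 for oar-miR-323a-3p. Without the 14 and 18 dpi libraries, a setting chosen after seeing the data, 2 miRNAs passed, oar-miR-133 and oar-miR-323a-3p.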

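oar-miR-1197-3p, whose gene lies between MIR411B and MIR323A in the DLK1-DIO3 cluster, was nearly absent from the hepatic libraries. It had 1 count at 7 wpi and none at 3, 10 and 14 wpi, against 39, 7, 7 and 12 counts at 2, 9, 14 and 18 dpi and 5 and 6 counts in the non-infected libraries. The means were 13.0 ± 7.62 CPM in the pre-hepatic (SD, n = 4) and 4.63 ± 1.59 CPM in the non-infected libraries (SD, n = 2). The ratio of the hepatic to the pre-hepatic level was 0.0133 (exact 95% counting interval 3.31e-04 to 0.0766) and to the non-infected level 0.0421 (9.78e-04 to 0.290). The decrease from the pre-hepatic stage passed the test (fitted log2 fold change -5.50, standard error 1.30, adjusted p = 0.0105 from edgeR). Compared to the non-infected libraries, the fitted value was -4.00 (standard error 1.47, unadjusted p = 0.0130, adjusted p = 0.478 from edgeR, range over all alternatives 0.212 to 0.668). In that comparison, oar-miR-411b-3p, from the neighboring gene, had no count in the hepatic libraries and 12 counts in the non-infected 14 wpi library alone, which is at least 10.2-fold lower (adjusted p = 0.478 from edgeR). oar-miR-16b, with 814 ± 308 CPM in the hepatic (SD, n = 4) and 1930 ± 209.7 CPM in the non-infected libraries (SD, n = 2), had the same adjusted p from edgeR. The decrease of oar-miR-1197-3p between the stages did not pass without the 14 and 18 dpi libraries (log2 fold change -5.65, standard error 1.55, adjusted p = 0.0515) or with the study as a further term (log2 fold change -6.20, standard error 2.51, adjusted p = 0.506, range over all alternatives 0.00111 to 0.506). In both settings the decrease was not smaller and the standard error was larger.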

**Figure 2:**

Circulating host-miRNA profiles are distinct during early and late *F. hepatica* infection compared to non-infected animals. Volcano plots show differential expression of sheep miRNAs using DESeq2 in (**A**) pre-hepatic infection compared to non-infected sera samples, (**B**) hepatic infection vs non-infected sera samples, and (**C**) hepatic infection vs pre-hepatic infection. Genes that are more than ± log2 fold change 2 (FC) with significant *p* value (< 0.05) are denoted in red.

### Small RNA sequencing revealed the presence of *F. hepatica* derived miRNAs in the serum of infected sheep

To determine if miRNAs derived from *F. hepatica* were present in the sera from infected sheep, sequencing reads that did not align to sheep mature miRNAs were screened against known *F. hepatica* miRNAs (Supplemental Table 1). 

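Reads that matched no sheep mature miRNA were aligned by the authors to F. hepatica mature miRNAs without mismatches, and the raw read count of each of 191 sequences in the same 10 libraries was deposited. The copy of Supplemental Table 1 used here lists 124 sequences. The parasite sequences took 5 counts in the non-infected, 181 in the pre-hepatic and 112 in the hepatic libraries, which is 1.77, 44.5 and 19.2 CPM of the sheep miRNA counts. The denominators were 2829272, 4069046 and 5840415 sheep miRNA counts. A count of 0 in a whole group therefore allows up to 1.06 CPM in the non-infected, 0.737 in the pre-hepatic and 0.514 in the hepatic group, taken as 3 counts. Counts per library were divided by its sheep miRNA total, and groups were compared by two-sided exact permutation tests of the difference in means. The numbered parasite miRNAs of Table 3, a 5p sequence in the second and a 3p sequence in the third row, are referred to by row, and those outside the table as numbered sequences.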

Critically, no parasite-derived miRNA sequences were identified within the sera samples collected from non-infected sheep and, thus, validated this approach. In contrast, six liver fluke miRNAs were found within the sera from infected sheep (Table 3). These miRNAs displayed a distinct pattern of expression correlating to the division of samples into pre-hepatic and hepatic phases of infection. Specifically, two miRNAs were detected only at the pre-hepatic stage of infection: fhe-miR-124-3p and fhe-miR-71a-5p; however, fhe-miR-124-3p had higher read counts and was observed at all the timepoints, suggesting it may be a more robust infection marker than fhe-miR-71a-5p. 

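None of the 6 parasite miRNAs of Table 3 had a count in the non-infected libraries, neither at 0 dpi nor in the 14 wpi library. A total of 5 counts was assigned to 1 other sequence, fhe-miR-10-5p, all at 0 dpi, which is 3.34 CPM (Wilson 95% interval 1.42 to 7.81). The same sequence had 5 counts in the infected 14 wpi library, 2.83 CPM (Wilson 95% interval 1.21 to 6.62), and none in the other 8 libraries. fhe-miR-10-5p belongs to the conserved miR-10 family, which in sheep includes the abundant oar-miR-10a.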

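Counts were assigned to 12 F. hepatica sequences in the infected libraries. The 6 of Table 3 held 263 of the 293 infected counts, and all 60 of its cells equal the deposited counts. The others were fhe-miR-125b-5p and a numbered 3p sequence with 7 counts each, fhe-miR-10-5p with 5 counts (all at 14 wpi), a numbered 5p sequence with 6 and another with 3 counts (both at 7 wpi) and fhe-miR-3479a-3p with 2 counts at 10 wpi. The 7 counts of each of the former pair were at 14 wpi. Each of these 6, named after their counts were seen, was thus found in a single infected library. The number of detected sequences was 3 in the pre-hepatic and 10 in the hepatic group. It was 11 over all infected libraries when at least 3 counts in a library were required and 5 when counts in at least 2 libraries were required.

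**Figure D4:**
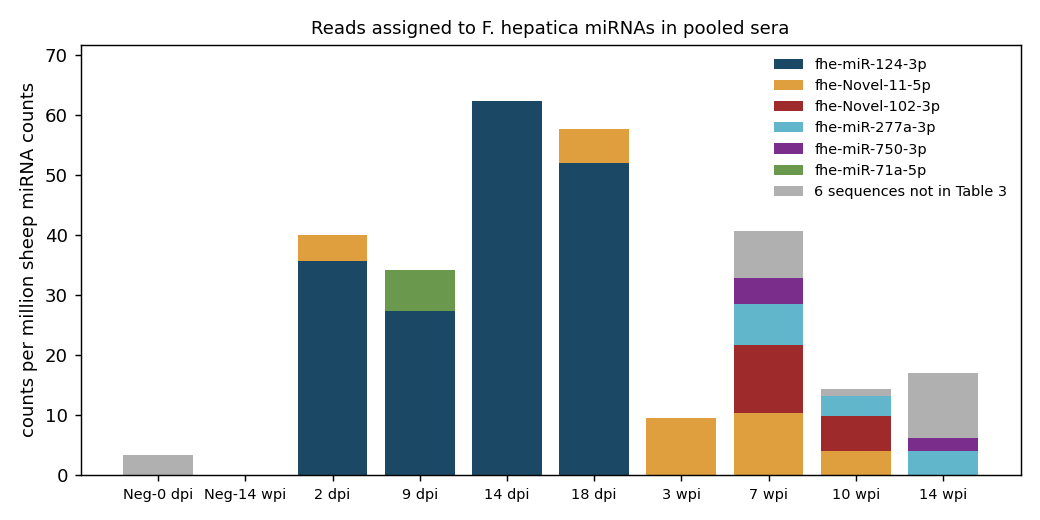
Reads assigned to F. hepatica miRNAs, in CPM of the sheep miRNA counts, in each of the 10 pooled sera, stacked by miRNA. fhe-miR-124-3p makes up most of the 4 pre-hepatic bars (27.3 to 62.3 CPM) and is missing from the hepatic bars, while gray marks the 6 sequences outside Table 3.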

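fhe-miR-124-3p, whose family is conserved among animals and known from nervous tissue, was counted in all 4 pre-hepatic libraries and in no other library. It had 59 counts at 2 dpi, 32 at 9 dpi, 44 at 14 dpi and 28 at 18 dpi, a mean of 44.3 ± 15.8 CPM (SD, n = 4). This is at least 86.3-fold above the floor of the hepatic group and at least 41.8-fold above that of the non-infected group. The difference from the hepatic libraries was larger than the spread between libraries (exact permutation test, p = 0.0286, the smallest p that 4 against 4 allow). The same libraries divide by study and by parasite isolate, so this difference cannot be credited to stage alone. Against the 2 non-infected libraries the exact permutation p was 0.0667, which is the smallest that 4 against 2 allow. fhe-miR-71a-5p had 8 counts at 9 dpi (6.83 CPM, Wilson 95% interval 3.46 to 13.5) and none in the other 9 libraries. At 14 and 18 dpi a count of 0 allows up to 4.25 and 5.57 CPM, which is within that interval, so such a level of fhe-miR-71a-5p is not excluded there. From its higher counts and its presence at every pre-hepatic time point, the paper proposes that fhe-miR-124-3p may mark infection more robustly than fhe-miR-71a-5p. From read sequences, the paper later reports that the main forms of fhe-miR-124-3p matched sheep and parasite alike, so their origin could not be determined.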

While three microRNAs (fhe-Novel-102-3p, fhe-miR-277a-3p, and fhe-miR-750-3p) were linked to the hepatic phase of the infection, their counts per million (CPM) were all below 13, suggesting a low abundance. 

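The miRNA in the third row of Table 3, fhe-miR-277a-3p and fhe-miR-750-3p had counts in hepatic libraries and in no pre-hepatic or non-infected library. The first of these had 13 counts at 7 wpi and 9 at 10 wpi, a hepatic mean of 4.28 ± 5.40 CPM (SD, n = 4) with 11.2 as its highest value. fhe-miR-277a-3p had 8, 5 and 7 counts at 7, 10 and 14 wpi, a mean of 3.53 ± 2.84 CPM (SD, n = 4). fhe-miR-750-3p had 5 counts at 7 wpi and 4 at 14 wpi, a mean of 1.64 ± 2.08 CPM (SD, n = 4). None of the 3 was counted at 3 wpi, where a count of 0 allows up to 2.17 CPM. Against the pre-hepatic libraries, the exact permutation p was 0.143 for fhe-miR-277a-3p and 0.429 for each of the others, the smallest that counts in 3 or 2 of the 8 infected libraries allow whatever their size, so the test could not have passed. At 18 dpi, the library with the fewest reads, a count of 0 allows up to 5.57 CPM, which is above the hepatic means of all 3. Over the whole pre-hepatic group a count of 0 allows up to 0.737 CPM, which is below these means and covers counting error only.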

Only fhe-Novel-11-5p, was found throughout the entire infection, detected in all serum samples from both the pre-hepatic and hepatic stages.

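The miRNA in the second row of Table 3, a 5p sequence, was counted in 5 of the 8 infected libraries, in both stages. It had 7 counts at 2 dpi and 3 at 18 dpi, and 13, 12 and 6 counts at 3, 7 and 10 wpi. No count was assigned to it at 9 dpi, at 14 dpi or in the infected 14 wpi library, where up to 2.56, 4.25 and 1.70 CPM are allowed by a count of 0. The means were 2.45 ± 2.88 CPM in the pre-hepatic and 5.92 ± 4.86 CPM in the hepatic libraries (SD, n = 4 each), and the stages did not differ by more than the spread between libraries (exact permutation test, p = 0.371).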

**Table 3:** Total read counts of *Fasciola hepatica* miRNAs detected within sheep sera samples.

miRNA	Non-infected		Pre-hepatic				Hepatic			
	Neg-0 dpi	Neg-14 wpi	2 dpi	9 dpi	14 dpi	18 dpi	3 wpi	7 wpi	10 wpi	14 wpi
fhe-miR-124-3p	0	0	59	32	44	28	0	0	0	0
fhe-Novel-11-5p	0	0	7	0	0	3	13	12	6	0
fhe-Novel-102-3p	0	0	0	0	0	0	0	13	9	0
fhe-miR-277a-3p	0	0	0	0	0	0	0	8	5	7
fhe-miR-750-3p	0	0	0	0	0	0	0	5	0	4
fhe-miR-71a-5p	0	0	0	8	0	0	0	0	0	0

(n = 6 sheep sera pooled/ time point); *dpi* Days post-infection, *wpi* Weeks post-infection, *Neg-0 dpi* Pre-infection timepoint, *Neg-14 wpi* 14 Weeks age-matched non-infected control.

### Selection of sheep and *F. hepatica* derived miRNAs as potential biomarkers of fasciolosis

Based on our sequence analysis, a panel of sheep and parasite-derived miRNAs were curated as potential biomarkers of *F. hepatica* infection due to their differential abundance in infected compared to non-infected sheep and their presence across the different stages of infection (Fig. 3). This panel comprised four sheep miRNAs and two *F. hepatica* miRNAs. The sheep miRNAs included oar-miR-133-5p and oar-miR-323a-3p, which were the most significantly upregulated miRNAs in pre-hepatic infection versus non-infected animals; oar-miR-3957-5p which was consistently elevated (log2FC4) in pre-hepatic and hepatic infection; and oar-miR-1197-3p which was downregulated in hepatic infection compared to both non-infected and pre-hepatic infection. 

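Together with oar-miR-541-3p, the 4 sheep miRNAs named here, oar-miR-133, oar-miR-323a-3p, oar-miR-3957-5p and oar-miR-1197-3p, make up the 5 sheep miRNAs that the paper names from these libraries, so their direction is not independent evidence. As a group they were higher in the pre-hepatic than in the non-infected libraries (adjusted p = 3.28e-05 from limma camera, adjusted p = 0.0422 with an estimated correlation). Of the 5, 2 passed singly with edgeR in that comparison (3 with DESeq2) and 3 with edgeR when adjusted over the list alone. Between the hepatic and pre-hepatic libraries the group was lower, with 3 of 5 passing (adjusted p = 7.64e-04 from limma camera, adjusted p = 0.0971 with an estimated correlation). Between hepatic and non-infected libraries, the median log2 fold change was 0.83 and the list did not pass (adjusted p = 0.564 from limma camera). From the differential abundance in infected against non-infected sheep and the presence across stages, the paper reasons that the 4 named here, without oar-miR-541-3p, are potential biomarkers.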

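Of the 293 counts assigned to F. hepatica sequences in infected sheep, fhe-miR-124-3p took 163 (55.6%) and the miRNA in the second row of Table 3 took 41 (14.0%). The next were the miRNA in the third row with 22 counts (7.51%) and fhe-miR-277a-3p with 20 counts (6.83%). Each of the other 8 sequences took 9 counts or fewer.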

The parasite miRNAs for the selected biomarker panel included fhe-miR-124-3p and fhe-novel-11-5p, which had the highest read numbers in sheep sera.

**Figure 3:**

Selection of host and *F. hepatica* miRNAs as biomarkers for pre-hepatic and hepatic stages of fasciolosis. Relative abundance of selected sheep and parasite miRNAs in uninfected animals (0 dpi-neg, 14 wpi-neg), pre-hepatic infection (2 dpi, 9 dpi, 14 dpi, 18 dpi), and hepatic infection (3 wpi, 7 wpi, 10 wpi, 14 wpi), represented as high (red) or low (blue) normalised read counts. *dpi* Days post infection, *wpi* Weeks post infection.

While sequencing analysis provided high-throughput screening of RNA sequences, it is not practical for large-scale diagnosis of fasciolosis. RT-qPCR represents a more suitable method for determining the differential expression of miRNAs in simultaneous samples of sheep sera. On this basis, a series of qPCR primers specific to each of the selected miRNA sequences was designed. To first test the ability of these primers to specifically detect the candidate diagnostic miRNAs, lamb tissue was employed as a positive test sample for evaluating the performance of sheep miRNA specific primers, while RNA isolated from *F. hepatica* NEJ was used as the positive control to assess the efficacy of primers designed to detect the liver fluke miRNAs. This life cycle stage (NEJ) of the parasite was selected because fhe-Novel-11-5p is reportedly only expressed in NEJ and not in the juvenile or adult worms (both liver stages), while fhe-miR-124-3p is present throughout all intra-mammalian life cycle stages with the highest expression in the NEJ^45^. Based on the results from these RT-qPCR tests, oar-miR-1197-3p was excluded from further analysis due to its low copy number and late Cq (~ 33) in lamb tissue, with undetectable levels in non-infected sheep sera (Supplemental Table 4). According to the sequencing data, the expression level of this miRNA was expected to decrease during the hepatic phase of infection (Fig. 3). However, as it was not amplified in the test sera sample from non-infected sheep, a further decrease following the progression of *F. hepatica* infection would be impossible to detect by qPCR, thus negating its potential as a biomarker for hepatic infection.

In contrast, the Cq value of oar-miR-133-5p, oar-miR-323a-3p, and oar-miR-3957-5p were within an acceptable diagnostic range (Supplemental Table 4), making them suitable for further analysis. In addition, the amplification of products from the Set A and B sera samples using these primers validated the sequencing data, as the pattern of expression was consistent with the distribution of read counts within the sequencing data. This RT-qPCR analysis verified that both oar-miR-133-5p and oar-miR-323a-3p were only present in the pre-hepatic set of samples whereas oar-miR-3957-5p was detected in samples from both the pre-hepatic and hepatic stages of infection (Supplemental Fig. 1).

Of the *F. hepatica* miRNAs, fhe-miR-124-3p and fhe-Novel-11-5p primers unexpectedly amplified products in both NEJ and lamb tissue (Supplemental Figs. 2A, 3A). Also, the primers designed to detect fhe-miR-124-3p produced extremely late, or no Cq, when tested further on the RNA samples from the sera from infected sheep that had been sequenced (Sets A and B; Supplemental Fig. 2B). Given these inconsistencies with the results from the test RT-qPCR in comparison to the sequencing data, a more in-depth analysis of the sequencing data for these two miRNA sequences was conducted.

This analysis revealed that the full-length canonical sequence of fhe-Novel-11-5p was not present within the sequencing reads, but a shorter variant (isomiR) missing four nucleotides at the 3′ end was identified instead. Furthermore, by aligning this shorter sequence to the known sheep sequences using BLASTN (filtering for *Ovis aries*, txid:9940) revealed that the fhe-Novel-11-5p sequence fully aligned with sheep ribosomal RNA (Supplemental Fig. 3B), which provides an explanation for the detection of fhe-Novel-11-5p in lamb tissue. In addition, as ribosomal RNAs are part (10%) of the extracellular RNA population found in sera due to cellular turnover or secretion of microvesicles as a consequence of tissue injury^60^, it is likely that the detection of this sequence in the sera of infected sheep, but not uninfected sheep, reflects the host response to infection with Fasciola, or the tissue damage caused by the migrating parasite.

However, due to the uncertainty of whether this result is unique to *F. hepatica* and thus indicative of infection, fhe-Novel-11-5p was omitted from subsequent analyses.

While the canonical sequence for fhe-miR-124-3p was not present in the sequencing reads from the sheep sera samples, this miRNA was found to be present as several sequence variants (isomiRs), missing nucleotides primarily at the 3′ end and to a lesser extent at the 5′ end (Fig. 4A). Furthermore, the sequence of the canonical fhe-miR-124-3p was similar to cattle bta-miR-124-3p (Supplemental Fig. 4A), with only three nucleotides mismatched at the 3′ end, suggesting that the corresponding sheep oar-miR-124-3p was likely missing from miRbase, and was thus not filtered from the sequencing reads during our initial analysis.

**Figure 4:**

*F. hepatica* miR-124-3p was present as several sequence variants (isomiR) in sera of infected sheep. (**A**) Total read counts of the miR-124 isomiRs present at the different time-points of infection in Set A and Set B sera. The canonical sequence is shown in yellow. The sequence of the most dominant isomiR (red bar) was used for qPCR primer design. (**B**) RT-qPCR amplification plot from primer test of the most dominant fhe-miR-124 isomiR in Set A and Set B sheep sera samples. *dpi* Days post infection, *wpi* Weeks post infection, *neg* Non-infected controls, *NTC* No template control and lamb tissue. (**C**) RT-qPCR quantification of the dominant fhe-miR-124-3p isomiR presented as the starting quantity of genetic material prior to amplification (N0) as determined by LinRegPCR (v.11) This is calculated in the unit of the Y-axis of the PCR amplification plot, which are arbitrary fluorescence units. The average N0 value of two technical replicates are shown for each time point.

Consequently, a 100% sequence identity of the bta-miR-124-3p precursor sequence to the non-coding region of sheep RNA confirmed the presence of oar-miR-124-3p and that oar-miR-124-3p is identical to bta-miR-124-3p (Supplemental Fig. 4B). Accordingly, the shorter two most dominant sequence variants of fhe-miR-124-3p found in infected sheep sera matched 100% with both sheep and *F. hepatica* miR-124-3p (Fig. 4A). Therefore, it is impossible to determine whether the sequencing reads for the miR-124-3p variant that are increased during *F. hepatica* infection originated from sheep, parasite, or both. Nonetheless, the differential abundance of this miRNA classified it as a suitable candidate as a potential biomarker of infection and, thus, a primer was designed for the most dominant 3′ trimmed variant of miR-124-3p. This primer effectively distinguished the pre-hepatic stage of infection (Cq < 26) from both the hepatic stage and non-infected (Cq > 33) sheep using the Set A and B sequenced sera samples, an outcome that was consistent with the read counts from the sequencing data (Fig. 4B,C; Table 3).

Based on these analyses, the miRNA biomarker panel for qPCR validation was refined to include four miRNAs: oar-miR-133-5p, oar-miR-323a-3p, oar-miR-3957-5p, and fhe/oar-miR-124-3p.

### Circulating oar-miR-133-5p and oar-miR-3957-5p can diagnose fasciolosis from as early as 7 days post-infection

To confirm the diagnostic potential of the selected miRNAs, RT-qPCR validation was performed on an independent archived set of sera samples harvested from individual sheep during two longitudinal infection studies; a pre-hepatic infection cohort comprised of sera collected at 0 (pre-infection), 7, and 14 days post-infection (Set C), a hepatic infection cohort with samples collected at week 3, 15, 20 and 23 post-infection (Set D), and age-matched non-infected animals for each of the timepoints.

From this analysis, the expression levels of both oar-miR-323a-3p and fhe/oar-miR-124-3p was almost identical in the sera from non-infected and infected sheep over the course of infection (Fig. 5A,B), suggesting that these miRNAs cannot be used as indicators of fasciolosis. It is possible that this discrepancy between this RT-qPCR analysis and the sequencing data reflects the difference in sample preparation, with the sequencing performed on a pooled sample of sera from a cohort of six sheep. The variability in the expression of miRNAs across sheep samples is evident when sera from individual sheep was assessed by RT-qPCR, which in a pooled sample would create an incorrect representation of expression levels within individual samples. Furthermore, through the inclusion of age-matched non-infected sheep, it is apparent that the expression of miRNAs can change over time, irrespective of whether the animal is infected (Fig. 5). 

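The sequenced libraries include 1 pair of infected and non-infected sera of the same age, at 14 wpi, and none between 2 and 18 dpi. In this pair oar-miR-133 was lower in the infected library, at 381.97 against 767 CPM (ratio 0.498), and oar-miR-323a-3p was at 62.3 against 48.9 CPM (ratio 1.27). oar-miR-541-3p was at 37.5 against 9.60 CPM (ratio 3.91). oar-miR-3957-5p had 9 counts in the infected and 0 in the non-infected library, and oar-miR-1197-3p had 0 counts in the infected and 6 in the non-infected library. The pair has no replicates, so no test was made on it.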

As the sample collection that was originally sequenced lacked a full panel of age-matched controls, this alteration in expression was not fully captured, and the apparent differential abundance of miRNAs associated with infection within the sequencing data, may have simply been a variation due to age.

**Figure 5:**

RT-qPCR assessment of sera samples invalidates the diagnostic potential of oar-miR-323a-3p and fhe-miR-124-3p. The expression of (**A**) oar-miR-323a-3p, (**B**) fhe-miR-124-3p were determined by RT-qPCR and are presented as the starting quantity of genetic material prior to amplification (N0) as determined by LinRegPCR (v.11). This is calculated in the unit of the Y-axis of the PCR amplification plot, which are arbitrary fluorescence units. The data is presented as the mean ± SEM (n = 3–14; as shown in Table 1). The statistical significance of differences between infected and non-infected samples was determined using Welch’s t-test (two-tailed).

Consistent with the sequencing data, the RT-qPCR analysis revealed that the expression of both oar-miR-133-5p and oar-miR-3957-5p was elevated in the sera of infected animals compared to age-matched non-infected animals (Fig. 6A,C). Furthermore, as these were longitudinal studies, the miRNA expression level in individual sheep in the pre-hepatic infection cohort could be tracked over time. As such, the fold change at 7 and 14 days compared to day 0 for each animal was examined. This approach revealed that the expression levels of both oar-miR-133-5p and oar-miR-3957-5p were significantly elevated in the infected animals at day 7 and 14 from day 0, but not in the non-infected animals (Fig. 6B,D). Early elevation in the levels of these two miRNAs was consistent with the sequencing data, whereby an upregulation in miRNA expression was seen from 2 dpi (Fig. 3). 

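At 2 dpi, oar-miR-133 was at 3470 CPM, 4.98 times the mean of the non-infected libraries and 5.54 times the 0 dpi library of the same study. At 9, 14 and 18 dpi it was 4.55, 15.9 and 8.17 times the non-infected mean. oar-miR-3957-5p was at 4.70 CPM from 8 counts at 2 dpi, against no count at 0 dpi. Each time point is a single pooled library without replicates, so the values at 2 dpi carry no error of their own.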

The sera samples representing the hepatic stage of infection were harvested from a separate infection cohort to the earlier time points, so could not be tracked in individual sheep from day 0.

**Figure 6:**

RT-qPCR demonstrates the differential expression of oar-miR-133-5p and oar-miR-3957-5p in sera from infected sheep as compared to uninfected animals. Quantification of (**A**) oar-miR-133-5p and (**C**) oar-miR-3957-5p in the sera of individual sheep in response to infection was determined by RT-qPCR and is represented as the starting quantity of genetic material prior to amplification (N0) as determined by LinRegPCR (v.11). This is calculated in the unit of the Y-axis of the PCR amplification plot, which are arbitrary fluorescence units. The data is presented as the mean ± SEM (n = 3–14; as shown in Table 1). (**B**) Fold change of oar-miR-133-5p and (**D**) oar-miR-3957 expression at 7 or 14 dpi in comparison to 0 dpi in the sera of individual sheep in the pre-hepatic cohort. The data is presented as the mean ± SEM (n = 3 non-infected; 9 infected sheep for which data was available at all three timepoints). In all cases the statistical significance of differences between sera from infected versus uninfected sheep was determined using Welch’s t-test (two-tailed).

Nonetheless, corroborating the sequencing data, the level of expression of oar-miR-133-5p in the sera of infected animals, other than a single peak at 20 wpi, was reduced as infection progressed, as compared to the earlier time points (Fig. 6A). In addition, validating the sequencing data, the increase in oar-miR-3957-5p in sera from infected sheep was generally sustained throughout the entire observation period, with a lower expression level compared to the pre-hepatic phase of infection (Fig. 6C).

In conclusion, these data indicate that both oar-miR-133-5p and oar-miR-3957-5p are biomarkers of early, pre-hepatic infection. In addition, the difference in expression of oar-miR-3957-5p between infected and non-infected sheep over the entire observation period suggests that this may represent an unchanging marker of infection, which, in the absence of an increase in oar-miR-133-5p, would indicate late stage/hepatic phase of infection.

## Discussion

The severe impact of fasciolosis on animal welfare and the significant economic cost it imposes on the livestock industry highlights the need for a reliable and robust biomarker that can effectively guide anthelmintic treatment and facilitate the management and control of liver fluke on farms^17^. The development of an accurate diagnostic method for acute infection is of paramount importance since such a tool would enable timely intervention to prevent liver flukes from inflicting liver pathology, which would mitigate the risk of sudden fatalities associated with a high liver fluke burden (in approximately 10% of infected sheep) and disrupt the liver fluke lifecycle by preventing the parasite from reaching the bile duct to lay eggs, which in turn, would curb the spread of the infection within grazing pastures.

Given this need, exploiting the differential abundance of circulating miRNAs as a biomarker of infection represents an attractive diagnostic tool. Circulating miRNAs exhibit exceptional stability, rendering them a highly suitable choice for diagnostic purposes, particularly in the setting of a farm where controlling sample collection and storage can be challenging. For this reason, miRNAs have gained significant attention for their diagnostic potential in a range of pathogenic infections, and due to their immediate alteration in expression in response to infection they are appropriate markers for the detection of early infections^39^.

In this study, we assessed the utility of miRNAs in detecting both pre-hepatic and hepatic fasciolosis using sera samples collected from sheep with experimental subclinical disease. The results provide the first evidence that unique miRNA expression signatures in ruminant sera are associated with the distinct pathological stages of fasciolosis. The data supports the hypothesis that differentially expressed miRNAs can serve as prognostic markers for fasciolosis and, moreover, demonstrates that unique miRNA expression patterns emerged as early as 2 days post-infection. Therefore, miRNAs could offer superior sensitivity in fasciolosis diagnosis compared to conventional, commercial methods, such as FEC and serological ELISAs.

The analysis of sera samples from age-matched infected and non-infected sheep in the RT-qPCR validation demonstrated the paramount importance of incorporating age-matched samples in any screening protocol aimed at characterising miRNAs as diagnostic biomarkers. As demonstrated in this study, the differential expression of miRNAs quantified using RT-qPCR exhibited significant age-related variability. Specifically, the expression of oar-miR-323a-3p, which we initially described as a potential biomarker from sequencing data (without appropriate age-matched samples), was subsequently discovered using RT-qPCR to vary significantly over time in non-infected sheep, with relatively higher expression as the animals aged.

Despite encountering challenges with variations in miRNA expression levels due to age, our longitudinal approach of assessing miRNA expression in individual animals over time successfully addressed these issues. Our findings indicate that the expression of certain miRNAs in sheep increased in response to infection, irrespective of the animal's age. Given this observation, we would recommend that for any miRNA-based diagnostics studies, it may be necessary to collect serum samples from animals at their initial exposure to pasture to set a benchmark for each animal's miRNA expression. Future serum samples can then be compared to this baseline to accurately assess the onset and progress of infection. This approach could also be effectively adapted to sentinel screening practices for monitoring liver fluke prevalence over a grazing season, as we have employed with serological tests^61,62^.

While the potential of using miRNA detection to support the diagnosis of fasciolosis has been established in this study, further evaluation is required to ensure specificity. For example, circulating oar-miR-3957-5p has been reported to be elevated in high stress responding female sheep when challenged with bacterial LPS^63,64^ suggesting that this miRNA could be upregulated in response to other broad infections. Furthermore, the sheep in our study were all male; the possibility that any differential expression in miRNAs is sex-related would need to be considered. In addition, miR-133-5p was reportedly upregulated in early bacterial infection in a marine lancelet species (*Branchiostoma belcheri*)^65^, and in the plasma of chronic obstructive pulmonary disease patients, and tumour cells of various cancers, including gastric and colon cancer^66,67^. Hence, while oar-miR-133-5p and oar-miR-3957 are indicated as promising biomarkers for fasciolosis, their specificity to fasciolosis must be further explored.

To address the issue of specificity in another way, the results of differential expression of host miRNAs could be amalgamated with the detection of liver fluke miRNAs. Liver fluke miRNAs are likely deliberately secreted by the parasite to manipulate the host's immune response or are passively released from dying parasites. While several helminth studies have demonstrated the presence of parasite-derived miRNAs in host circulation^42,43,68^, this is the first study to demonstrate the presence of *F. hepatica* derived miRNAs in infected host circulation (importantly that of a ruminant). Furthermore, the temporal expression of the liver fluke-derived miRNAs correlated with their expression pattern that we previously reported over the course of the intra-mammalian stages of development^45^. For instance, fhe-miR-124-3p and fhe-miR-71a-5p, both of which were found to be most abundant in NEJ, were detected in sheep sera at the pre-hepatic stage of infection. On the other hand, fhe-miR750-3p and fhe-Novel-102-3p, both most highly expressed by adult worms, were detected at the hepatic stage of infection. Notwithstanding that many parasite-derived miRNAs are present at very low copy numbers, it remains to be determined whether they could be amplified to detectable levels of RT-qPCR.

We also discovered that several helminth miRNAs are highly conserved and, therefore, have sequences that are nearly identical to their mammalian hosts. In this study, *F. hepatica*-derived miRNAs in sheep sera were detected using a rigorous filtering process in the analysis of sequencing reads; only reads that did not align with the sheep mature miRNAs from miRBase were aligned to *F. hepatica* miRNAs, allowing zero mismatches, to eliminate any false identification of sheep miRNAs as parasite miRNAs. Furthermore, the presence of the parasite-miRNAs in sera samples from infected sheep but not in the non-infected samples provided confidence that these miRNAs exclusively originated from the parasite. However, further investigation revealed that two of the identified liver fluke miRNAs, namely fhe-miR-124-3p and fhe-Novel-11-5p, were present as trimmed isomiRs in the sheep sera, that were also conserved with sheep sequences. While previous studies have reported the presence of helminth-derived miRNAs in host circulation^42,43,68^, the existence of such sequence variants has not yet been documented. This unique discovery raises important new considerations regarding the interpretation of sequencing data for the discovery of helminth (or pathogen)-derived miRNAs such as miR-124-3p.

In summary, our research has characterised the differential abundance of parasite and host serum miRNAs during infection with *F. hepatica* in a ruminant host. Two miRNA biomarkers with diagnostic potential for fasciolosis were identified following a stringent selection process. Lowering the threshold of selection from sequencing data to a twofold change in expression could reveal additional miRNA targets and provides an opportunity to expand the available miRNA biomarker panel. The data presented here has established the suitability of developing the measurement of sheep miRNA expression into a diagnostic tool for fasciolosis, potentially through a PCR blood test. Achieving this potential will require extensive field studies to determine the precise sensitivity and specificity of this method. While our current findings are based on controlled experimental infections of sheep, the ultimate goal will be to test the effectiveness of these miRNA biomarkers in naturally infected animals. Such real-world conditions present a more complex scenario for diagnosis due to varying worm burdens, infection dynamics, overlapping temporal infections, and the potential for co-infections (liver fluke and other pathogens). Importantly, validation of these miRNA biomarkers in the field could lead to their use in point-of-care technologies at the farming level. This would be particularly beneficial in environments where access to technical expertise and resources is limited, offering a practical and user-friendly method for detecting fasciolosis in the field.

### Supplementary Information

Supplementary Figures.

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

Supplementary Table S4.

## Data Availability

The RNA sequencing data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE254115. All other data is available from the corresponding author on reasonable request.

# Supplementary material for: Exploring the utility of circulating miRNAs as diagnostic biomarkers of fasciolosis
**Source:** Sci Rep. 2024 Mar 28;14:7431. doi: 10.1038/s41598-024-57704-9
**Supplement:** Supplementary file 1 — Supplementary Figures.

**Supplementary Figure 1. Validation of sequencing data using PCR and primers designed to detect the expression of sheep miRNAs.** RT-qPCR quantification of oar-miR-133-5p, oar-miR-323a-3p and oar-miR-2957-5p expression in the RNA isolated from the Set A and Set B sheep sera samples that had previously been sequenced. The data is presented as the starting quantity of genetic material prior to amplification (N0) as determined by LinRegPCR (v.11) This is calculated in the unit of the Y-axis of the PCR amplification plot, which are arbitrary fluorescence units. The average N0 value of two technical replicates are shown for each time point.

**Supplementary Figure 2. Detection of fhe-miR-124-3p.** RT-qPCR amplification plot showing (A) detection of canonical fhe-miR-124-3p in *F. hepatica* tissue and lamb tissue, (B) canonical fhe-miR-124-3p was hardly amplified or in Set A and B sheep sera samples (n = 6 sheep sera samples pooled at each time point). d: days; w: weeks; Pre-neg: Pre-infection timepoint at day 0; 14w-neg: non-infected age-matched control at 14 weeks. Results of two technical replicates for each sample are shown in the amplification plots.

**B**

**Ovis aries 18S ribosomal RNA gene, complete sequence**

Sequence ID: [KY129860.1](#) Length: 1869 Number of Matches: 1

Range 1: 671 to 688 [GenBank](#) [Graphics](#) [▼ Next Match ▲](#)

| Score         | Expect | Identities  | Gaps     | Strand    |
|---------------|--------|-------------|----------|-----------|
| 36.2 bits(18) | 0.024  | 18/18(100%) | 0/18(0%) | Plus/Plus |

  

|       |     |                    |     |
|-------|-----|--------------------|-----|
| Query | 1   | AAGCTCGTAGTTGGATCT | 18  |
|       |     |                    |     |
| Sbjct | 671 | AAGCTCGTAGTTGGATCT | 688 |

**Supplementary Figure 3. Detection of fhe-Novel-11-5p** (A) RT-qPCR amplification plot showing amplification of canonical fhe-Novel-11-5p in *F. hepatica* tissue and lamb tissue. Results of two technical replicates for each sample are shown. (B) BLASTN output showing that the shorter Novel-11-5p isomiR sequence found in sheep sera matched 100% with the ribosomal RNA in sheep transcriptome.

How the deposited data were processed for this re-analysis (not part of the article)

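The deposited data are small RNA sequencing of sheep serum in 10 libraries, each made from RNA of 6 pooled sera of 1 time point. According to the methods and the submitters' notes, the authors prepared the libraries with a TruSeq Small RNA kit, sequenced them on an Illumina NextSeq and trimmed reads with cutadapt 3.4. They aligned reads with Bowtie 1, without mismatches, to sheep mature miRNAs of miRBase, and aligned the unmatched reads to F. hepatica mature miRNAs. The authors then extracted counts with SAMtools. The deposited values are raw counts per mature miRNA, with whole numbers in every cell, no normalization and library totals that differ. All 10 columns of both tables were matched to a sample by their labels, and 0 columns were left over. The counts of all 153 sheep miRNAs equal those of Supplemental Table 2.

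The sheep miRNA totals were 1498917 (0 dpi), 1653193 (2 dpi), 1171328 (9 dpi), 706010 (14 dpi), 538515 (18 dpi), 1330355 (non-infected 14 wpi), 1382589 (3 wpi), 1157993 (7 wpi), 1531040 (10 wpi) and 1768793 (infected 14 wpi). Counts at these depths bound a miRNA without a count, taken as 3 counts over a whole group, at 1.22 normalized CPM in the non-infected, 0.652 in the pre-hepatic and 0.563 in the hepatic group.

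Groups were the 3 stages of the paper: non-infected (n = 2), pre-hepatic (n = 4) and hepatic (n = 4). Sheep miRNAs with a sum over 10 counts across libraries were kept (116). They were tested with edgeR 4.0.16 in R 4.3.3 (TMM, quasi-likelihood F-test, all 3 groups in one model), with p-values adjusted by Benjamini and Hochberg over the tested miRNAs. The thresholds were those of the methods, an adjusted p of 0.05 and an absolute log2 fold change of 2. Standard errors of edgeR's log2 fold changes are approximate. Each is the absolute log2 fold change divided by the square root of the F statistic of the quasi-likelihood test. Log2 CPM with a prior count of 2 served for principal components, average-linkage clustering, an exact permutation test of the pseudo-F of the distances over all splits, and the list tests. Lists of miRNAs were tested with camera of limma 3.58.1, with a preset correlation of 0.01 and with an estimated one, for lists of at least 3 tested members. The tests, the lists and the alternatives not marked as added later were set before the data were examined, although Supplemental Table 2, which holds the same counts, had been seen. The lists, from general knowledge apart from the last, were the DLK1-DIO3 cluster, the let-7 family, red blood cells and the miR-17 family, platelets, lymphocytes, the epithelial miR-200 family, liver, fibroblasts and stellate cells, the miR-30 family and the 5 sheep miRNAs that the paper names from these libraries. Detection counts and F. hepatica counts were compared by two-sided exact permutation tests of the difference in means. Intervals of ratios of counts are exact conditional intervals at 95 percent, and intervals of single counts are Wilson intervals.

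The miRNAs named in the text are those the paper names in its sequencing results, those past the thresholds, the 20 with the smallest p in each comparison, the 5 most abundant and members of the lists. The values of Supplemental Table 3 had also been seen when this rule was written. The only miR-133 entry, oar-miR-133, was taken as the paper's oar-miR-133-5p. Gene neighbors come from the names in the sheep reference annotation, which is another build than the authors' alignment reference, so no coordinates are given.

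The alternatives tried were DESeq2 1.42.0, limma voom, RLE factors, library totals alone, no filter or edgeR's filterByExpr, only the groups compared, the infection study as a further term, robust dispersion, other thresholds, other detection limits (2 and 10 counts), thinning to the smallest total (100 draws), the 100 miRNAs with the largest SD, pseudocounts of 4 and 1, another distance, and leaving out each library in turn. Added after seeing the data were leaving out the 14 and 18 dpi libraries together, DESeq2 without a fold cut-off, the difference between the infection effects of both studies, the estimated correlation for the DLK1-DIO3 cluster with each library left out, and other groupings of the libraries. Single libraries were compared with the others of their group by Dixon's test. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for tables and figures.

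The test was tested on simulated data: 50 simulated sets of 116 miRNAs with 8 changed at each size. At the adjusted p, 77.25% of true log2 changes of 3 were recovered between pre-hepatic and non-infected libraries, 76.25% between hepatic and non-infected and 90.5% between hepatic and pre-hepatic libraries. For true log2 changes of 2 the shares were 49.75%, 54.25% and 67.25%, and of unchanged miRNAs at most 0.572% were called. With the fold cut-off added, as for the calls in the text, the shares for log2 changes of 2 were 35.5%, 35% and 41.25%. The simulated miRNAs were independent, with a spread from the fitted trend. Correlated miRNAs and a single deviating library were therefore not covered. The RT-qPCR measurements of Sets C and D were not analyzed here. No animal was measured singly, so no paired comparison of animals was made.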

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

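The tests of a background of sheep reads in this part were chosen after the results were seen. Dixon's test at the 5 percent level was applied to 85 groups of 4 libraries for 43 named sheep miRNAs, and to 7 groups for library totals, TMM factors, numbers of detected miRNAs and fhe-miR-124-3p. A single library stood apart from the other 3 in 10 of the 85 groups (11.8%) and in 0 of the 7. The 5 percent level holds for independent, normally distributed values. For the miRNAs the test was run on untransformed CPM, and miRNAs of 1 cluster can vary together. No excess over chance can therefore be read from these numbers. In 2 of the 10 the other 3 libraries had no count, so that any count stands apart, and without these the number was 8 of 83 groups (9.64%).

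Of these 10, 4 were at 14 dpi, with values far above the other pre-hepatic libraries. They were oar-miR-323a-5p (170.2 CPM, others 9.09 to 26.4), oar-miR-409-3p (19121 CPM, others 6109 to 7645), oar-miR-127 (28611 CPM, others 13668 to 15924) and oar-miR-125b (6759 CPM, others 2282 to 3031). The first 3 belong to the DLK1-DIO3 cluster. At 2 dpi, oar-miR-494-5p was far below the other pre-hepatic libraries (1.17 CPM, others 14.7 to 15.8), and oar-miR-411b-3p had 2 counts (1.17 CPM) where the others had none. At 3 wpi, oar-miR-133 (1109 CPM, others 292.6 to 381.97) and oar-miR-125b (2012 CPM, others 1316 to 1400) were far above the other hepatic libraries. At 10 wpi, oar-miR-323a-3p was above the others (101.5 CPM, others 57.9 to 62.3), and at 7 wpi oar-miR-1197-3p had 1 count (0.881 CPM) where the others had none.

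Of the 5 parasite sequences outside Table 3 that had no count in non-infected libraries, 3 had more than 3 counts in a library: fhe-miR-125b-5p and a numbered 3p sequence with 7 counts each at 14 wpi and a numbered 5p sequence with 6 counts at 7 wpi. The others, fhe-miR-3479a-3p and another numbered 5p sequence, had 2 and 3 counts.

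Reads assigned to F. hepatica miRNAs could be sheep reads that match a parasite sequence at a constant rate. At the infected rate, 46.5 counts of fhe-miR-124-3p, 5.71 of fhe-miR-277a-3p, and 11.7 and 6.28 of the miRNAs in the second and the third row of Table 3 were expected in the non-infected libraries, against 0 found for each, which argues against a rate that is constant over libraries for these 4. For the 7 other sequences with 0 non-infected counts, the Poisson probability of 0 ranged from 0.0766 to 0.565, so nothing is settled. The same holds for fhe-miR-10-5p, whose reads also occurred at 0 dpi. Counted by reads, its infected rate was not higher (exact conditional p = 0.989), and the two-sided exact conditional p of equal rates was 0.0497. In each group all its reads came from 1 library. Reads are not replicates, so this p does not show a lower infected rate. A background that varies between libraries, as the uneven counts allow, and sheep RNAs that increase with infection or differ between studies stay open, untested. From read sequences, which the deposited counts do not hold, the paper reports that the canonical forms of fhe-miR-124-3p and of the miRNA in the second row of Table 3 were absent, that the shorter form of the latter matched sheep ribosomal RNA and that the main forms of the former matched sheep and parasite alike, so release by the parasite, which the infected groups allow, cannot be separated from sheep RNA by the counts.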

How the results depend on the processing

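The settings without the 14 and 18 dpi libraries and DESeq2 without a fold cut-off were chosen after the results were seen; the others were planned. Where a number or direction moved, the cause was not tested.

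miRNAs called between pre-hepatic and non-infected libraries, 2 with edgeR, numbered 4 with RLE factors, 7 with library totals only, 4 with no filter, 4 with only the 2 groups compared, 0 with the study as a further term, 6 at the unadjusted p with the fold cut-off, 7 with DESeq2 at the unadjusted p and 8 with DESeq2 and no fold cut-off. Leaving out 1 library gave 1 to 6. Between hepatic and non-infected libraries, 0 with edgeR, 4 passed at the unadjusted p with the fold cut-off and 3 with DESeq2 at the unadjusted p. Between hepatic and pre-hepatic libraries, 4 with edgeR, there were 7 with library totals only, 0 with the study as a further term, 2 without the 14 and 18 dpi libraries, 8 with no fold cut-off and 16 with DESeq2 and no fold cut-off, and 3 to 5 without 1 library.

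The mean number of detected sheep miRNAs was 1.0e+02 in non-infected libraries with at least 2 counts (103 and 101 in the 2 libraries), 90 with at least 10 counts and 101.7 after thinning, and 90.75 in infected libraries with at least 10 counts. At least 2 libraries with a count left 5 F. hepatica miRNAs.

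Between hepatic and pre-hepatic libraries, the log2 value of oar-miR-541-3p, 0.20 with edgeR, was -0.30 with limma voom, -0.11 with library totals only, -1.54 with the study as a further term, -0.16 without the 14 and 18 dpi libraries, and -0.25 to 0.60 without 1 library. With the study as a further term, oar-miR-323a-5p had 1.06 and oar-miR-218a 0.021, and without the 14 and 18 dpi libraries oar-miR-200c had 0.044. The list let-7 family changed direction, far from passing, between pre-hepatic and non-infected libraries with library totals only (adjusted p = 0.816) and in some settings without 1 library (0.479 to 0.908). The same held between hepatic and pre-hepatic libraries without 1 library for the let-7 family (0.532 to 0.897) and the list epithelial miR-200 family (0.511 to 0.957).

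For single named miRNAs, direction and side of the threshold were the same in 367 of the comparisons with an alternative for pre-hepatic against non-infected libraries (3 lost and 50 gained a call), in 437 for hepatic against non-infected libraries, and in 359 for hepatic against pre-hepatic libraries (30 lost, 42 gained and 9 turned). The pseudo-F of stage was 2.61 and that of the next split 1.71, and it was 4.78 against 3.30 with the correlation distance and 2.38 against 1.69 with log2(CPM + 1), and from 2.05 to 2.69 against 1.65 to 2.36 without 1 library; the p of 0.0286 is the smallest possible, so it cannot show stability. Where a left-out library leaves a group with 1, that library is assumed to vary like the others. No paired analysis was possible because each library pools sera of several sheep and carries no replicate number shared between groups. Depth limits the comparison of miRNAs with few counts, above all at 14 and 18 dpi, where 3 counts are 3.96 and 3.67 normalized CPM.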

Differences from the paper's values

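In this part, DESeq2 with the 14 dpi library regrouped and DESeq2 without a fold cut-off were chosen after the results had been seen. The other settings were planned, but Supplemental Table 2, which holds the same counts, had then been seen. The values of Supplemental Table 3 had also been seen when the rule for the named miRNAs was written.

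The paper gives 6 miRNAs increased over the fold cut-off in the pre-hepatic group, against 2 here with edgeR at the adjusted p of its methods. Of 22 alternatives set before the data were examined, 10 differ from the paper's count by no more than 1.5 times: RLE factors, library totals only, no filter, only the 2 groups compared, without the 2 dpi, 9 dpi, 3 wpi or infected 14 wpi library, and the unadjusted p of the legend of Fig. 2 with edgeR (6) or DESeq2 (7). The others, DESeq2 and limma voom at the adjusted p, filterByExpr, the study term, robust dispersion, no fold cut-off and the other left-out libraries, remained apart. DESeq2 without a fold cut-off gave 7 higher miRNAs, a setting chosen after seeing the values.

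For F. hepatica, the paper gives 6 miRNAs in infected libraries and 0 in non-infected libraries, against 12 and 1 here. The requirement of at least 2 libraries with a count gave 5, within 1.5 times of the paper's count, whereas at least 3 counts in a library gave 11. The former is close in number only, since it drops fhe-miR-71a-5p of Table 3, which was counted in 1 library. The 6 of Table 3 had the largest infected totals, from 163 down to 8 counts, against 7 or fewer for the others.

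Supplemental Table 3 gives log2 fold changes with standard errors for the 5 sheep miRNAs that the paper names in 3 comparisons, and 6 of these 15 values differ in sign or by more than the larger of both standard errors. Between pre-hepatic and non-infected libraries, the paper's values were 0.28 for oar-miR-133 (standard error 1.04), -0.31 for oar-miR-323a-3p (1.18) and 0.21 for oar-miR-3957-5p (1.44), against 3.07, 4.14 and 7.27 here. Between hepatic and non-infected libraries, they were -2.63 (0.976), -2.77 (1.11) and -0.85 (1.36) in the paper, against -0.37, 0.83 and 5.62 here. The fitted values for oar-miR-3957-5p, which has no count in non-infected libraries, depend on the prior count; against the floor of 3 counts over that group, the log2 fold changes were at least 3.71 and 1.99. For oar-miR-541-3p, the paper's values of 1.17 and 1.32 lay within the larger standard error of 2.13 and 2.34 here. None of the 19 alternatives set before the data were examined closed any of these 6 gaps. A setting chosen after seeing the values was DESeq2 with the 14 dpi library grouped with the non-infected libraries. It gave 0.34, -0.24 and 0.54 for the first 3 and -2.57, -2.71 and -0.70 for the others. Of the 7 calls past an unadjusted p of 0.05 and the fold cut-off in the paper's table, summed over the comparisons, it dropped 0. At an unadjusted p of 0.05 and the fold cut-off, that table itself holds 0 higher and 1 lower miRNA between pre-hepatic and non-infected libraries. The titles of its sheets for the hepatic comparisons are exchanged relative to the citations in the text.

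The paper's text states that the miRNA in the second row of Table 3 was found in every infected serum library, while that table and the deposited counts both give it 0 counts at 9 dpi, 14 dpi and the infected 14 wpi library. The paper describes a lower level of oar-miR-541-3p in the hepatic than in the pre-hepatic group relative to non-infected sheep. The log2 fold changes here were 2.34 and 2.13. Between the hepatic and pre-hepatic libraries its log2 value ranged from -1.54 to 0.60 over 20 settings and passed in 0, so the direction is not settled. For oar-miR-3957-5p the paper's statement of a lower hepatic level matched in direction, with at least 3.98-fold against at least 13.1-fold. The paper names oar-miR-1197-3p as reduced in hepatic against non-infected sheep; here its log2 fold change was -4.00 with an adjusted p of 0.478, and no planned setting with an adjusted p called it, while the unadjusted p with the fold cut-off did with edgeR and DESeq2. In Fig. 2C's comparison with pre-hepatic libraries, oar-miR-1197-3p passed as lower here, as the paper states.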

Other observations

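The tests of studies, of library size, of sampling age and of groupings in this part were chosen after the results were seen, and the test of other splits was planned. In the pre-hepatic against the non-infected libraries, the liver miRNAs oar-miR-148a and oar-miR-194 had log2 fold changes of -0.49 and -1.51, and oar-miR-194 passed when adjusted over the list alone. Their medians were -0.50 between hepatic and non-infected and 0.50 between hepatic and pre-hepatic libraries. The 5 miRNAs of fibroblasts and stellate cells, with oar-miR-29a and oar-miR-21 among them, had medians of -0.37, -0.34 and 0.03 in the same order (adjusted p = 0.247, 0.564 and 0.599 from limma camera). Lymphocyte miRNAs, oar-miR-150 and oar-miR-181a, had medians of -0.45, -0.11 and 0.34, without a list test for 2 members.

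The let-7, platelet, miR-200 and miR-30 lists did not pass in any of the 3 comparisons with limma camera. In the order of pre-hepatic against non-infected, hepatic against non-infected and hepatic against pre-hepatic libraries, the adjusted p was 0.861, 0.564 and 0.727 for the let-7 family and 0.359, 0.564 and 0.664 for platelet miRNAs. It was 0.449, 0.522 and 0.835 for the epithelial miR-200 family and 0.359, 0.564 and 0.664 for the miR-30 family. The red blood cell and miR-17 family list had 0.320, 0.0125 (adjusted p = 0.543 with an estimated correlation) and 0.467. Between the studies, oar-miR-30a-5p had a log2 fold change of -1.81 (standard error 0.50) in Set A and 0.81 (standard error 0.58) in Set B, each against 1 control library, and the difference did not pass (adjusted p = 0.168). With edgeR, 0 of 116 miRNAs passed for that difference and 7 had an unadjusted p under 0.05.

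The higher oar-miR-133 and oar-miR-323a-3p of the pre-hepatic libraries could come from a difference between the studies, from the smaller 14 and 18 dpi libraries, or from age. With the study as a further term, the log2 fold change went from 3.07 (standard error 0.65) to 3.22 (standard error 0.92) for oar-miR-133 and from 4.14 (standard error 0.76) to 4.51 (standard error 1.11) for oar-miR-323a-3p, which argues against a constant offset between studies, although neither passed, as the standard errors grew with 1 control library. Without the 14 and 18 dpi libraries the values were 2.25 and 3.34, which argues against library size as the whole cause. Within these libraries, age or sampling time cannot be told apart from infection, since 0 non-infected libraries were sampled between 2 and 18 days. Infection stays open with them, as a hypothesis. For individual sheep of other cohorts with age-matched controls, not analyzed here, the paper reports RT-qPCR. There oar-miR-133-5p was higher in infected sheep, whereas oar-miR-323a-3p was nearly equal in both and rose with age in non-infected sheep.

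Between hepatic and pre-hepatic libraries, 4 miRNAs were called, and of the 35 splits of the 8 infected libraries only the real split (1 of 35) called as many, with 0 as the highest of the others. A share of 1 of 35 is the smallest that this test can give, so it makes chance less likely without excluding it. Even this holds only if the libraries are independent, whereas those of the longitudinal Set B can share sheep. Stage and study are also the same split.

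The 6 values of Supplemental Table 3 that differ may come from another grouping of libraries. With DESeq2, the grouping in which the 14 dpi library joins the non-infected libraries gave a root mean square log2 difference from the table of 0.142 over 348 values, against 1.09 for the grouping of the labels and 0.909 for the next closest of 21 groupings. With it, all 7 calls of the table at an unadjusted p of 0.05 and the fold cut-off, summed over the comparisons, were made, and 0 others. oar-miR-1197-3p and oar-miR-323a-3p were each called in both hepatic comparisons, so these are not 7 different miRNAs. This is a candidate explanation found from the table itself, and how the table was made is not known. No biological explanation was tested for this difference.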
